# *Wnt* and *Nodal* asymmetries stratify mouse laterality phenotypes in the absence of node flow

**DOI:** 10.1126/sciadv.adx6486

**Published:** 2026-07-23

**Authors:** Amaia Ochandorena-Saa, Emeline Perthame, Zoé Oulerich, Alexander Chamolly, Thierry Blisnick, Johanna Lokmer, Cécile Rouillon, Philippe Bastin, Sigolène M. Meilhac

## Abstract

Left-right symmetry breaking in mice is considered to occur via node leftward fluid flow. The molecular cascade within the node has been reconstructed at high resolution; however, its importance for organogenesis remains poorly understood. Here, we show in mutants for the motile cilium component CCDC40 that 70% of mice develop normal situs at birth despite abrogation of node flow. The discrete morphospace output, including situs inversus totalis and heterotaxy with left isomerism, supports an innovative model of symmetry breaking, in which node flow only biases asymmetry orientation, while a distinct mechanism, potentially self-amplifying, generates it. Longitudinal, quantitative, and paired transcriptomic analyses uncover the molecular signature of laterality clusters, highlighting WNT in addition to NODAL pathways. We identify asymmetry of cardiopulmonary progenitors, the disruption of which is associated with combined heart and lung defects in mutants. Functional pharmacological perturbation reinforces the importance of WNT, besides the node, in the establishment of asymmetry.

## INTRODUCTION

Left-right patterning of visceral organs is not just an anatomical curiosity but a functional requirement. Defective coordination of left-right patterning leads to the severe syndrome of heterotaxy (or situs ambiguus), characterized by abnormal organ shapes or discordant asymmetries between organs or organ compartments. Heterotaxy affects 1 of 10,000 live births and is frequently associated with complex congenital heart defects, which determine the prognosis of patients (*1*, *2*). Heterotaxy can cosegregate in families with completely normal (situs solitus) or completely mirror-image (situs inversus totalis) organ laterality, which is usually asymptomatic (*1*). Heterotaxy can be categorized as right or left isomerism, if organ compartments that ought to be asymmetric are instead similar (isomeric) on both sides, for example, lung lobes, spleen, and atria. However, heterotaxy encompasses a broad spectrum of defects, with interindividual variations.

Despite phenotypic variations, a monogenetic origin has been identified in about 20% of heterotaxy cases (*3*). Patient genome sequencing efforts have now uncovered 42 distinct Online Mendelian Inheritance in Man (OMIM) genes associated with heterotaxy. Many were identified on the basis of knowledge of asymmetry establishing mechanisms acquired in the mouse embryo. The secreted transforming growth factor–β (TGFβ) NODAL was first discovered as a major left determinant (*4*–*6*), and its inactivation impairs the morphogenesis of visceral organs, including the heart, lungs, spleen, stomach, liver, and intestine, thus modeling heterotaxy with right isomerism (*7*–*9*). The laterality of *Nodal* expression was found abnormal in a spontaneous mouse mutant (*Dnah11^iv^*) and a mutant arising from a transgenic insertion (*Invs^inv^*), showing that the underlying ciliary genes are upstream determinants of laterality (*6*). A breakthrough came with the discovery of motile cilia in a pit of cells referred to as the node, establishing a leftward fluid flow as the earliest event of symmetry breaking in mammals (*10*, *11*). The node is now considered as a left-right organizer (*12*). Forcing node flow in a rightward direction by microfluidics can reverse the expression laterality of the NODAL target *Pitx2* (*13*). The flow may carry chemical cues (*14*, *15*) and can be sensed mechanically by primary cilia of node crown cells (*16*, *17*). Sensing of flow on the left triggers the left-sided degradation of *Dand5* mRNA, which encodes a NODAL antagonist (*18*, *19*). These observations have thus reconstructed a linear cascade establishing left-right patterning, from motile cilia in the node pit to node flow to elevated NODAL signaling in the left node crown, and lastly activation of NODAL signaling in organ precursor cells in the left lateral plate mesoderm (LPM) (*20*–*22*).

Cilia are organelles built on a scaffold of microtubule doublets, called axoneme. Motility is provided by DYNEIN motor proteins arranged as inner and outer arms. These arms are assembled along the axoneme with a 96-nm periodicity, set by a molecular ruler complex, composed of CCDC39 and CCDC40 (*23*, *24*). Thus, *Ccdc40* is required for ciliary beat. In humans, it is the third most frequent gene associated with the respiratory disease primary ciliary dyskinesia, and it is also associated with infertility and situs inversus totalis (*25*–*27*). In the mouse, the *lnks* allele of *Ccdc40* has an N-Ethyl-N-nitrosourea (ENU)-induced nonsense point mutation, which introduces an early stop codon, and models motile ciliopathy, primary ciliary dyskinesia, and laterality defects (*25*). Within the framework of a linear cascade of left-right patterning, paralyzed cilia are predicted to abrogate flow and maintain bilateral *Dand5* expression. However, in mutants for motile cilium genes *Dnah11*, *Dnah5*, and *Ccdc40*, all possible patterns of laterality have been observed, including absent, bilateral, or unilateral (left or right) NODAL signaling, overall reported as randomization of left-right asymmetry (*6*, *28*, *29*). The origin of this variability is poorly understood. Does it reflect truly random mechanisms of symmetry breaking, which are normally overridden by the node flow? Could variability arise from experimental pitfalls, which do not provide a complete picture of the mutant phenotype? It has been proposed that two cilia are sufficient to generate enough flow and trigger the asymmetry cascade (*30*), suggesting that variability in flow intensity could underlie variable laterality outputs in mutants. Alternatively, asymmetric gene expression is very transient (*9*, *31*), so that absent expression could reflect an inappropriate stage of observation. In keeping with this, NODAL signaling has been reported to be delayed in motile cilium mutants (*28*, *29*, *32*). Until now, it has not been possible to assess the phenotypic output of a given pattern of *Nodal* expression in the early embryo, because it requires observations at different stages and partial penetrance precludes correlation. When laterality was diagnosed at fetal stages based on visceral organs, 18 to 20% of mutants for *Dnah5* or *Dnai1* displayed normal situs solitus, whereas the rest have situs inversus totalis or heterotaxy. However, the developmental trajectory of these fetuses is unknown. Thus, the role of the left-right organizer has remained unclear.

Asymmetric molecular cues that have been identified, other than the NODAL pathway, include *Wnt3* in the left node crown (*33*, *34*), and bone morphogenetic protein (BMP) signaling in the right LPM (*35*). However, within the framework of a linear cascade of left-right patterning, only NODAL signaling is routinely assessed in laterality mutants, leaving the question open of whether these alternative asymmetric factors are mainly required in feedback loops to reinforce NODAL signaling or for independent functions.

The heart provides an interesting readout of laterality mechanisms. It is asymmetric in its function, driving a double blood circulation. Heart morphogenesis is sensitive to left-right patterning (*36*). This is first detected by the rightward looping of the embryonic heart tube. However, heart looping is more than just a direction that is usually scored in laterality mutants; it corresponds to the transformation of an initial straight tube into a helical shape (*37*). During heart looping, the right ventricle, which was lying cranially to the left ventricle, is repositioned on its right side. We have previously shown that heart looping is centered on a buckling mechanism, when the heart tube grows between fixed poles (*38*). Tube elongation is fed by different populations of precursor cells located dorsally, ventrally or posteriorly (*39*). *Nodal* is transiently expressed in left cardiac precursors and controls independent asymmetries at the arterial and venous poles. *Nodal* is not required to initiate asymmetric morphogenesis, but to bias and amplify buckling (*9*, *40*). Our analysis of heart morphogenesis thus shows that left-right patterning is not a simple linear cascade but rather entails several processes contributing to asymmetry. It is a current challenge to unravel the contribution of individual asymmetric cues to organogenesis. We have developed a framework for a comprehensive analysis of laterality defects, including three-dimensional (3D) imaging and quantification, at anatomical and molecular levels (fig. S1A) (*9*, *40*, *41*). We have also established a paired transcriptomic approach, able to uncover asymmetric gene expression in the LPM and avoiding noise from interindividual and stage variations (*40*). This has opened the possibility to investigate with higher precision how cells perceive asymmetry during organogenesis.

Here, we analyze the role of the node, using *Ccdc40^lnks^* mutants as a model of motile ciliopathy. We perform in-depth analysis of laterality defects, using quantitative 3D imaging, showing that the left-right organizer is dispensable in 70% of cases to establish organ laterality. We tackle the challenge of correlating molecular asymmetries with measure of the node flow on one hand and with morphological phenotype on the other hand. Unsupervised clustering of samples identifies key geometrical parameters and domains of NODAL signaling as signatures of heterotaxy compared to situs solitus or situs inversus totalis. Last, we provide broader profiling of molecular asymmetries based on paired transcriptomics. This reveals the WNT pathway as an important determinant to stratify laterality phenotypes. In embryo culture, we show that WNT is functionally important before *Nodal* expression onset to modulate its patterning. Overall, we demonstrate that the node flow is required as a bias of symmetry breaking, controlling the robustness of left-right asymmetry, but that laterality can be established without it. Our work provides original insight into the origin of the spectrum of laterality defects.

## RESULTS

### *Ccdc40* mutants are a model of motile ciliopathy with abrogated node flow

To understand how the motile cilium component CCDC40 affects left-right patterning, we first investigated its expression pattern. We detected high *Ccdc40* expression at E8.5b/c in the pit of the node, where motile cilia are localized (Fig. 1, A to D), but not in the notochord (fig. S1D). Colabeling shows that *Ccdc40* is not expressed in heart progenitors in the LPM (fig. S1, A to E). Published single-cell transcriptomics further support specific expression of *Ccdc40* in the node (fig. S1F). We also wondered which cell types express a toolkit of motile cilia and interrogated single-cell datasets. We found that the node/notochord was the only tissue between embryonic day 6.5 (E6.5) and E8.5 to express a toolkit of 82 motile cilium genes (fig. S2). We then analyzed how the node is affected in *Ccdc40^lnks/lnks^* mutants (Fig. 1E) (*25*). By scanning electron microscopy, we found that mutant nodes had many cilia with an abnormal ballooned morphology (Fig. 1, F and G), mainly localized in the node pit (fig. S1, G to I). We evaluated their function by live imaging of fluorescent bead movements. Compared to controls, mutant nodes were unable to generate a detectable flow (Fig. 1, H to L, and movie S1). We conclude that *Ccdc40* mutants are a model of motile ciliopathy with fully penetrant abrogated node flow.

**Fig. 1.**
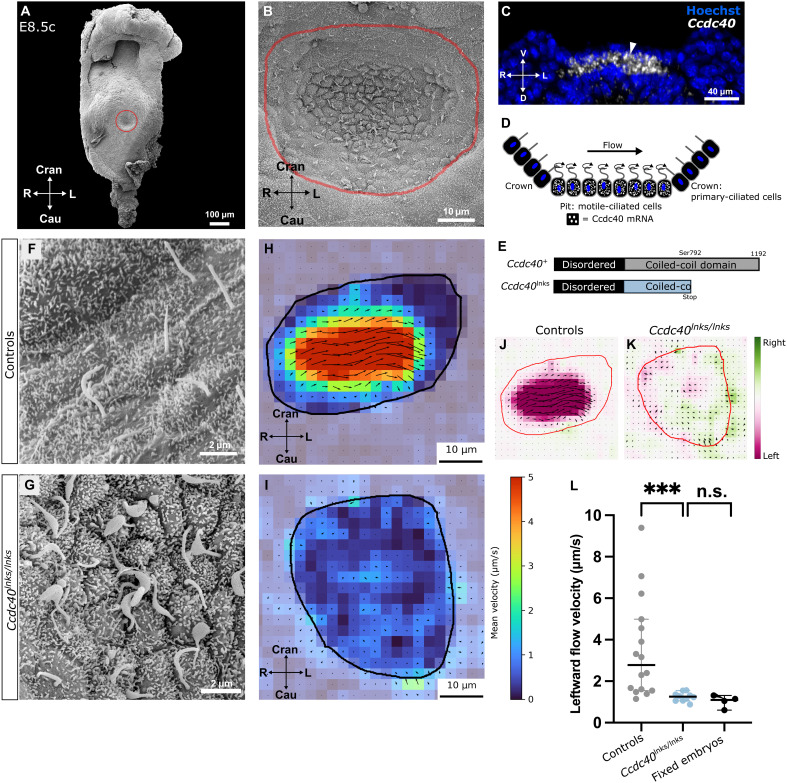
*Ccdc40* mutation disrupts the shape and function of motile cilia in the node pit. (**A** and **B**) Images by scanning electron microscopy of an E8.5c mouse embryo seen on a ventral view. The node is outlined in red and shown at higher magnification in (B). (**C**) Transverse optical section of the node, counterstained with Hoechst, showing *Ccdc40* expression (white) in the pit (white arrowhead) by whole-mount in situ hybridization in a wild-type embryo. (**D**) Schema of the node. (**E**) Predicted CCDC40 protein domains produced in wild-type (+) and mutant (*lnks*) alleles. (**F** and **G**) High magnification of cilia in the node pit of control [(F); *n* = 3] or *Ccdc40^lnks/lnks^* mutant [(G); *n* = 3] embryos, imaged by scanning electron microscopy. (**H** and **I**) Map of node flow velocity intensity by particle image velocimetry of fluorescent bead movements in control (H) or *Ccdc40^lnks/lnks^* (I) live embryos at E8.5b. (**J** and **K**) Map of the direction of flow velocity vectors in the same embryos. (**L**) Corresponding quantification of leftward flow velocity at E8.5b-d. Means and SDs are shown. ***P < 0.001; n.s., not significant (Mann-Whitney test, *n* = 16 *Ccdc40^+/+^* or *Ccdc40^lnks/+^* control live embryos, *n* = 10 *Ccdc40^lnks/lnks^* mutant live embryos, and *n* = 4 control fixed embryos). Cran, cranial; Cau, caudal; D, dorsal; R, right; L, left; V, ventral. See also figs. S1 and S2, table S7, and movie S1.

### The node is required for the robustness of visceral organ laterality

We analyzed laterality defects upon loss of *Ccdc40* by 3D imaging of visceral organs in situ at birth. On the basis of the clinical nomenclature, we found three categories of laterality phenotypes. In contrast to situs solitus in controls (Fig. 2A and movie S2), 15% of *Ccdc40* mutants had situs inversus totalis, in which visceral organs are in mirror image, as well as the heart structure (Fig. 2C and movie S2). We did not detect congenital heart defects associated with situs inversus totalis, but some mild anomalies in lung or liver lobation or in the heart apex position (table S1). Another 15% of mutants had heterotaxy with left isomerism of the lungs and bronchi (Fig. 2, D and E, and movie S2). The heart always had complex defects, in the venous return, atrial appendages (100% left isomerism), ventricle laterality (50% D-loop and 50% L-loop), septation, ventriculo-arterial connections, position of the great arteries, or aortic arch (table S1). Two cases also had laterality defects in the stomach, spleen, liver, and colon. Unexpectedly, the majority of mutants (70%) had no laterality defects, with either complete situs solitus (Fig. 2B and movie S2) or mild asymptomatic anomalies in lung or liver lobation, in the trajectory of the inferior caval vein or in the colon flexure (table S1). Thus, despite the full penetrance of node disruption, *Ccdc40* mutants display partial penetrance of laterality defects at birth. The distribution of the three groups of laterality phenotypes significantly differs from a uniform randomization hypothesis (*P* = 0.0002, chi-square test). Mutants were obtained at the expected Mendelian ratios at E17.5 or postnatal day 7 (P7); thus, there was no sign of in utero lethality (Fig. 2, F and G). Mortality of mutants occurred by the second week of life (Fig. 2G). At this stage, we detected hydrocephalus in all mutants, which displayed situs solitus (Fig. 2, H and I). Hydrocephalus is a typical phenotype of motile ciliopathy, caused by the lack of cilia-driven motion of the cerebrospinal fluid (*42*), further highlighting the lack of cilium motility in situs solitus mutants. These results overall show that, while *Ccdc40* mutation causes fully penetrant ciliopathy, laterality defects are only partially penetrant, indicating that node flow is dispensable to initiate asymmetric organogenesis and only required for the robustness of laterality patterning.

**Fig. 2.**
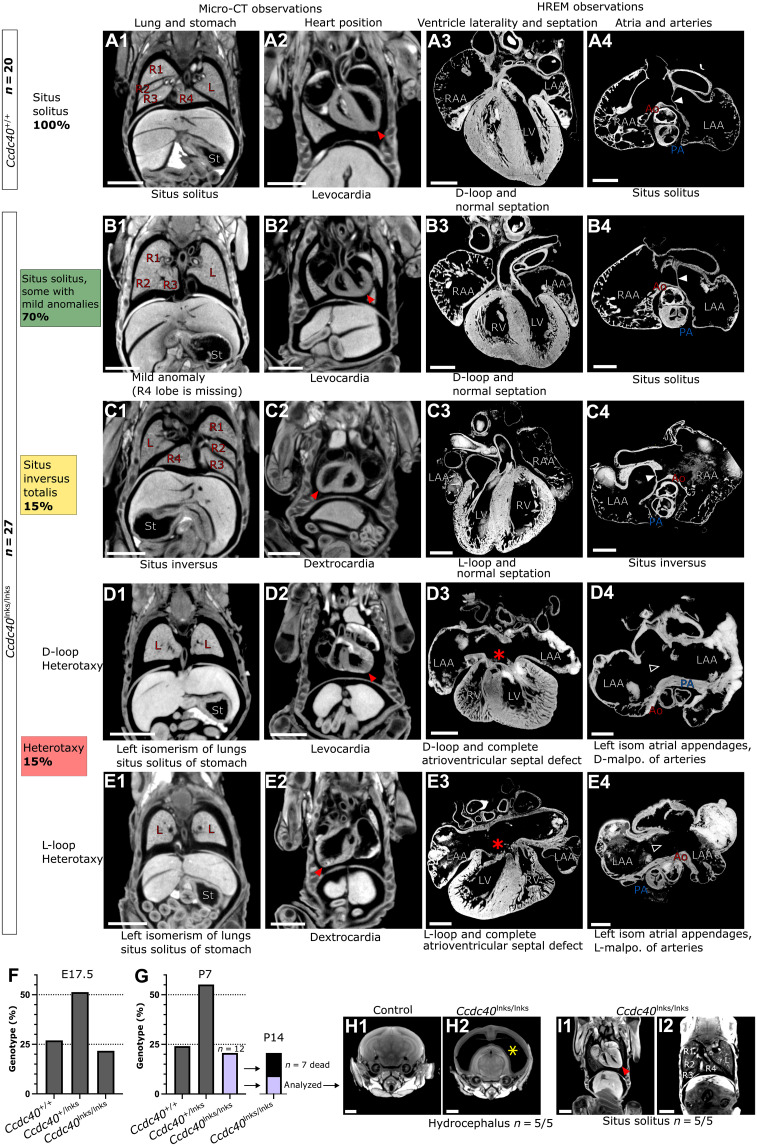
*Ccdc40* mutants display partial penetrance of laterality defects at birth. Examples of controls (**A**) and *Ccdc40* mutants (**B** to **E**) at E17.5 or P0. [(A1) to (E1), (A2) to (E2)] Frontal sections from 3D micro–computed tomography (micro-CT) scans showing the position of visceral organs in the thoracic and abdominal cavities. Red arrowheads point to the heart apex. Frontal [(A3) to (E3)] and transverse [(A4) to (E4)] sections of explanted hearts imaged in 3D by high-resolution episcopic microscopy (HREM). The asterisk indicates complete atrioventricular septal defect. White arrowheads point to the presence (filled arrowhead) or absence (empty arrowhead) of atrial septation. *Ccdc40* mutants have partial penetrance of laterality defects: situs inversus totalis (C) or heterotaxy with left isomerism of the airways [(D) and (E)]. (**F** and **G**) At E17.5 and P7, *Ccdc40* mutants were found at the expected Mendelian ratio (*P* = 0.703, chi-square test; *n* = 115 at E17.5), whereas lethality was observed at P14 (black). (**H** and **I**) Frontal sections from 3D micro-CT scans showing the brain (H) and visceral organs (I) at P14. Examples of a control (H1) and a *Ccdc40* mutant (H2); the asterisk indicates hydrocephalus in mutants. Visceral organ configuration shows situs solitus of heart (I1) and lungs (I2) in P14 mutants. Scale bars, 2000 μm [(A1) to (E1), and (A2) to (E2)], 500 μm [(A3) to (E3), and (A4) to (E4)], and 1000 μm [(H) and (I)]. Sample size (*n*) refers to number of fetuses/neonates in each category. R1 to R4, right lung lobes; L, left lung lobe; St, stomach; LAA, left atrial appendages; RAA, right atrial appendages; LV, left ventricle; RV, right ventricle; Ao, aorta; PA, pulmonary artery. See also tables S1 and S7 and movie S2.

### Embryonic heart looping can be defective in *Ccdc40* mutants

The heart is the first organ to undergo asymmetric morphogenesis. We investigated the phenotype of *Ccdc40* mutants at E9.5, when looping of the embryonic heart tube is complete. In controls, the embryonic heart forms a rightward helix. In most mutants, heart looping was also rightward. However, it was inverted, i.e., leftward, in 27% of cases (Fig. 3, A to C). Because heart looping can be affected in its shape and not just in its direction (*9*, *38*), we segmented and quantified it (Fig. 3, D to H, and movie S3). The length of the heart tube in mutants was not significantly changed, indicating that heart growth is normal (Fig. 3F). However, we found occasional defects in the orientation of the right ventricle-left ventricle axis, which failed to align perpendicular to the notochord (4 of 50 mutants; Fig. 3, D and G). Mutant hearts also showed anomalies in the position of the atrioventricular canal (AVC), which was significantly more medial (7 of 50; Fig. 3, E and H). Overall, our quantifications at E9.5 indicate three categories of heart looping in *Ccdc40* mutants: normal, complete mirror image, and defective. Defective looping was observed in both rightward and leftward heart tubes. This parallels the laterality phenotypes at birth: situs solitus, situs inversus totalis, and heterotaxy with D-loop or L-loop.

**Fig. 3.**
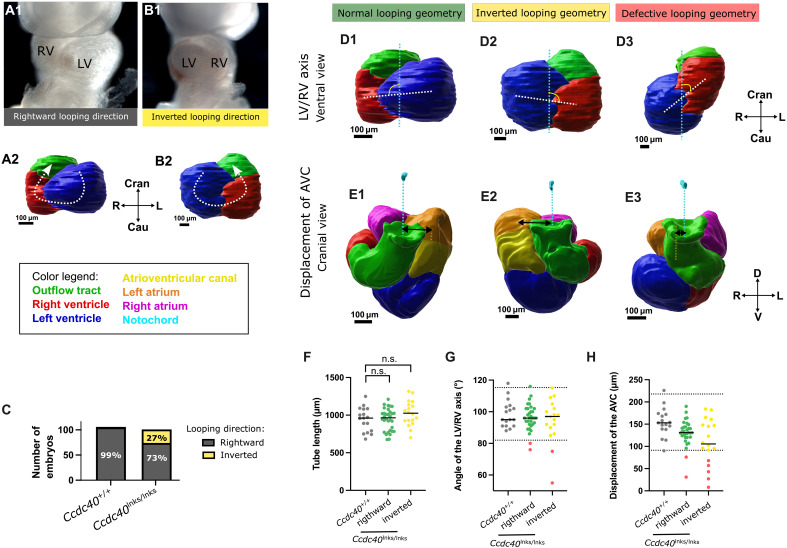
Quantification of heart looping defects in *Ccdc40* mutants at E9.5. (**A** and **B**) Bright-field images [(A1) and (B1)] of *Ccdc40* mutant embryos at E9.5, showing rightward or leftward (inverted) heart looping direction. [(A2) and (B2)] 3D segmentation of the embryonic heart tube with the looping direction outlined by a dashed arrow. (**C**) Bar diagram showing the frequency of heart looping direction (*n* = 106 controls and 101 *Ccdc40* mutants). (**D** and **E**) 3D segmentation of the embryonic heart tube in *Ccdc40^lnks/lnks^* mutants, aligned in a ventral (D) and cranial (E) view, using the notochord as a reference axis (cyan). Examples are shown of mutants with a normal [(D1) and (E1)], mirror-image [(D2) and (E2)], or defective [(D3) and (E3)] geometry of the looped heart tube. The orientation of the RV (red)/LV (blue) axis (dashed white line) relative to the notochord (dashed blue line) is measured as an angle in (D). The lateral displacement of the atrioventricular canal (AVC; yellow) relative to the midline (dashed blue line) is measured as a distance (black double arrows) in (E). Cardiac segments are color coded as indicated in the legend. (**F** to **H**) Corresponding quantifications. The tube length, which is not significantly different between controls and mutants, indicates normal growth of the heart and homogenous staging. Absolute values of the parameters in (G) and (H) are shown, whereas the orientation is indicated as separate rightward and inverted groups in the *x* axis. n.s., not significant (*t* test, *n* = 17 *Ccdc40^+/+^* embryos, *n* = 32 *Ccdc40^lnks/lnks^* mutant embryos with rightward looping, and *n* = 18 *Ccdc40^lnks/lnks^* mutant embryos with inverted looping direction). Dashed lines show the 95% distribution interval based on a Gaussian distribution of wild-type samples. Four (G) and seven (H) *Ccdc40^lnks/lnks^* mutants were outside this interval. Cran, cranial; Cau, caudal; D, dorsal; LV, left ventricle; R, right; RV, right ventricle; L, left; V, ventral. See also table S7 and movie S3.

### In the absence of node flow, variable laterality of *Nodal* in the LPM clusters phenotypes

Given that the node triggers the asymmetric expression of *Nodal* (*6*) and that *Nodal* regulates asymmetric heart morphogenesis (*9*), we investigated *Nodal* patterning in *Ccdc40* mutants at E8.5c. Compared to left-sided expression in the LPM of controls, mutants had variable *Nodal* patterns: left sided (two of eight), bilateral (three of eight), or right sided (one of eight) (Fig. 4). Whereas left-sided patterns were similar to controls, bilateral or right-sided patterns were less propagated along the anterior-posterior axis, failing to expand posterior to the node and reaching less anterior levels. Some embryos were collected immediately after imaging of the node flow, showing that pattern variability did not reflect detectable flow differences (Fig. 4, B2 to B4 and C2 to C4). This rather indicates that the laterality of *Nodal* is variable in the absence of node flow but still patterned in the LPM.

**Fig. 4.**
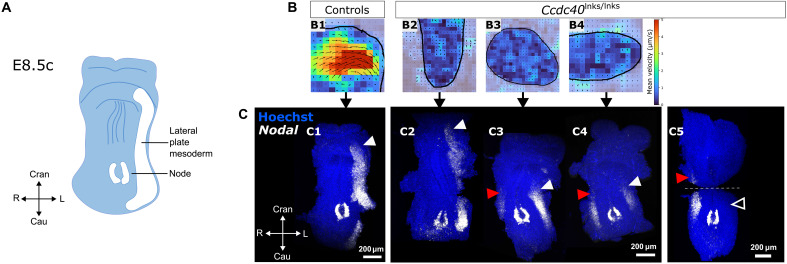
*Nodal* patterning in *Ccdc40* mutants. (**A**) Schematic representation of *Nodal* expression (white) at E8.5c. (**B** and **C**) Correlated analysis of embryos at E8.5c, showing *Nodal* expression by whole-mount in situ hybridization [white in (C)], after imaging of node flow (B) as in Fig. 1 (H and I). Genotypes are indicated above. The anterior limit of *Nodal* expression in the left and right lateral plate mesoderm (LPM) is highlighted with white and red arrowheads, respectively. Absent left-sided *Nodal* is indicated by an empty arrowhead. The embryo in C5 was not assessed for node flow and is shown in separate anterior and posterior views. Cran, cranial; Cau, caudal; L, left; R, right.

In some embryos, both controls (one of five) and mutants (two of eight), we did not detect any *Nodal* expression in the LPM, whereas *Nodal* was expressed in the node. Because *Nodal* is very transiently expressed (*9*), this may reflect a too early stage of observation. To overcome the sensitive timing of *Nodal* expression and further correlate *Nodal* pattern with morphogenesis, we took advantage of the *Nodal-ASE-lacZ* transgenic line, in which β-galactosidase is produced under the control of the asymmetric enhancer of *Nodal* (*43*). Because of the perdurance of the *lacZ* mRNA and/or β-galactosidase protein, the transgenic pattern is still detectable after endogenous *Nodal* expression has been turned off (*9*). We crossed the transgene into *Ccd40* mutants and dissected embryos at E9.5, to correlate the shape of heart looping with *Nodal* pattern. Eleven of the 23 *Ccdc40* mutants were indistinguishable from wild types. They had a rightward looped heart tube with *Nodal* signal in the inferior-left outflow tract (OFT), superior-right AVC, and dorsal left atrium. *Nodal* signal was also seen in heart precursors in the left dorsal pericardial wall (DPW) and left cardiopulmonary progenitors (CPPs; Fig. 5, A1 and A2; tables S2 and S3; and movie S4). *Nodal* signal further expands posterior to the heart in the left LPM. In 2 of the 23 mutants with an inverted direction of heart looping, *Nodal* signal appeared as a mirror image (Fig. 5A3 and tables S2 and S3). However, the posterior LPM had bilateral *Nodal* signal. Last, 9 of the 23 mutants, with either a rightward or inverted looping direction, had more complex patterns of *Nodal* signal, abnormally inferior or absent in the AVC, absent in the DPW, and bilateral in the atria or CPPs (Fig. 5, A4 and A5, and tables S2 and S3). Overall, our longitudinal tracking of *Nodal* pattern at E9.5 supports the existence of three categories of *Ccdc40* mutants: normal, complete mirror image, and defective.

**Fig. 5.**
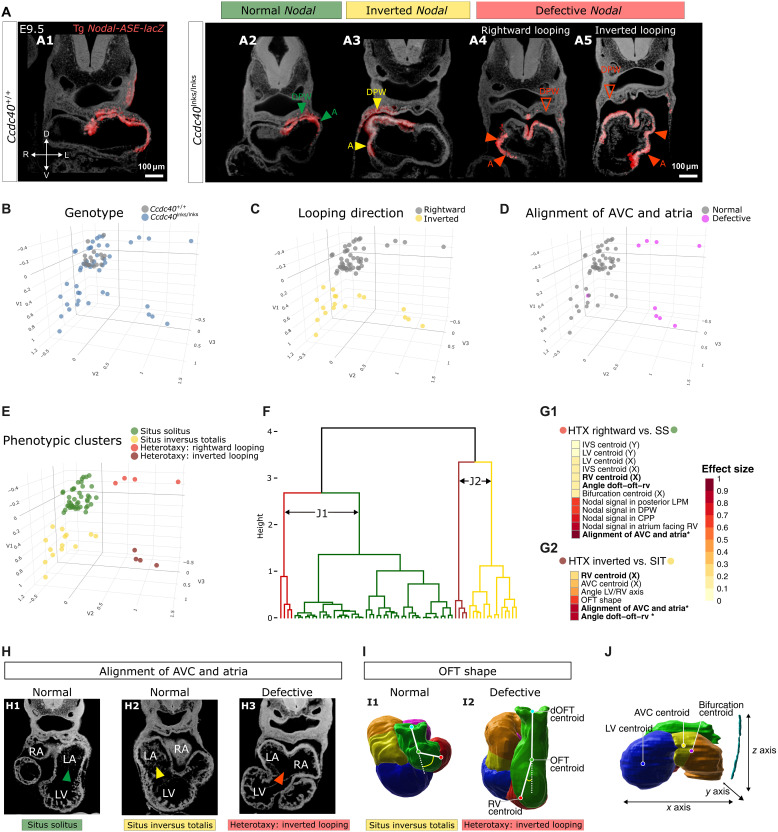
Clustering of *Ccdc40* mutants at E9.5 based on *Nodal* pattern and heart shape. (**A**) Longitudinal analysis of *Nodal* expression by genetic tracing with *Tg Nodal-ASE-lacZ* at E9.5, shown in transverse sections of *Ccdc40^+/+^* (A1) or *Ccdc40^lnks/lnks^* [(A2) to (A5)] embryos. β-Galactosidase staining in the dorsal pericardial wall (DPW) and atria (A) is in red and histology in gray, in mutants with a normal (A2), mirror-image (A3), or defective [(A4) and (A5)] distribution of cells which have expressed *Nodal*. (**B** to **E**) Unsupervised clustering of 67 E9.5 embryos, based on 43 geometrical parameters of the segmented looped heart tube, and five domains of *Nodal-ASE-lacZ* expression. Axes correspond to the partial least squares (PLS) regression components. Genotype (B), heart looping direction (C), alignment between the AVC and atria (D), and cluster identity (E) of embryos are mapped. (**F**) Corresponding clustering tree, including 17 controls and 50 mutants, of which 28 situs solitus (SS), 14 situs inversus totalis (SIT), and 8 heterotaxy (HTX) with rightward (*n* = 4) or inverted (*n* = 4) looping. (**G**) Parameters significantly associated with heterotaxy ordered by effect size, in pairwise comparisons between SS (controls and mutants) and heterotaxy with rightward looping (G1) or between SIT and heterotaxy with inverted looping (G2). Common parameters are in bold. (**H**) Illustration of abnormal medial connection of the AVC to both atria in a *Ccdc40* mutant in the heterotaxy cluster (H3), compared to a single left atrium connection in SS (H1) and SIT (H2). (**I**) Illustration of abnormal outflow tract (OFT) shape, longer and straighter, in heterotaxy (I2), compared to SS (I1). (**J**) Representation of centroids. CPP, cardiopulmonary progenitors; D, dorsal; dOFT, distal OFT; IVS, interventricular septum; L, left; LA, left atrium; LV, left ventricle; R, right; RA, right atrium; RV, right ventricle; V, ventral. See also table S3 and movie S4.

We noticed that the defects in geometrical parameters of the looped heart tube and in the laterality of specific domains of *Nodal* signal did not always correlate. We thus decided to take a global multivariate approach and performed unsupervised clustering of embryos, based on their variable parameters (table S3), resulting in a morphospace with four groups (Fig. 5, B to F). One cluster associates together wild types and *Ccdc40* mutants with rightward heart looping, thus corresponding to the situs solitus phenotype. One cluster contains mutants with inverted heart looping and mainly normal AVC, corresponding to situs inversus totalis. The remaining clusters of mutants have consistent abnormal AVC, corresponding to heterotaxy, subdivided into either rightward or inverted heart looping direction. To identify the parameters that are most important to define heterotaxy, we performed pairwise comparisons of clusters with the same heart looping direction. We found that *Nodal* signal in the DPW, CPPs, atria and posterior LPM, as well as the alignment of the AVC and atria, the OFT shape, and the ventricle position were the most significant parameters associated with heterotaxy (Fig. 5, G to J). These features are reminiscent of heterotaxy defects at birth in the great arteries, complete atrioventricular septal defects, and left atrial isomerism (Fig. 2, D and E, and table S1).

Together, our analysis of heart looping at E9.5 shows the origin of the categories of laterality phenotypes at birth: situs solitus, situs inversus totalis, and heterotaxy. In addition to the direction of heart looping, the pattern of mesoderm cells that have expressed *Nodal* as well as the geometry of the OFT, AVC, and position of ventricles appear as key factors to cluster phenotypes.

### Laterality of the NODAL pathway in the LPM does not correlate with node crown laterality in *Ccdc40* mutants

Lateralization of *Nodal* in the LPM was shown to depend on that in the node crown (*8*, *20*). We thus wondered whether the variable laterality of *Nodal* in the LPM of *Ccdc40* mutants reflects laterality in the node crown. We quantified *Nodal* asymmetry in the node crown at E8.5c. In controls, *Nodal* is 1.7 ± 0.3 fold more expressed on the left side, whereas it becomes symmetric on average in the absence of flow (Fig. 6A). In addition, the slight expression bias of *Nodal* in mutant nodes did not correlate with the expression side in the LPM, which was opposite or bilateral in most cases (five of six), except in one case of situs inversus totalis (yellow, Fig. 6A). Thus, LPM patterning did not generally meet expectations based on the node asymmetry.

**Fig. 6.**
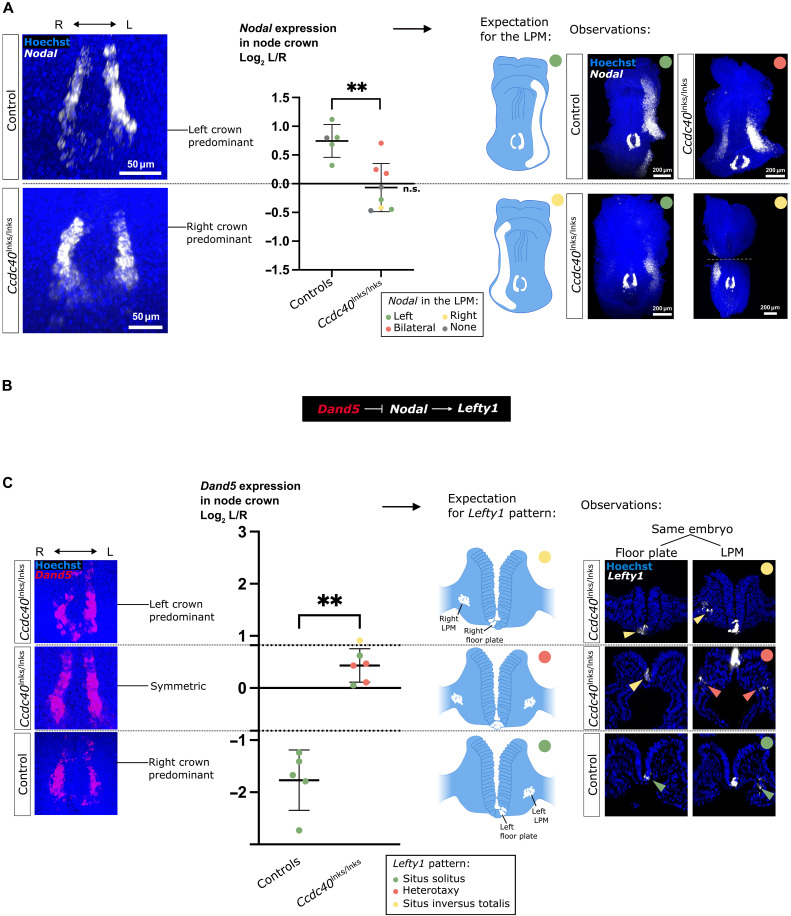
Uncoupling between asymmetry in the node and LPM in *Ccdc40* mutants. (**A**) Whole-mount fluorescent in situ hybridization of *Nodal* (white) in the node (left panels) and LPM (right panels) of controls and *Ccdc40* mutants at E8.5b-c. Its relative expression in the left (L) versus right (R) node crown is quantified, with data points color coded according to expression in the LPM of the same embryo. The pattern expected to be induced by asymmetry in the node is schematized. **P = 0.006 between controls and mutants (Mann-Whitney test, *n* = 5 control *Ccdc40^+/+^* or *Ccdc40^lnks/+^* embryos and *n* = 8 *Ccdc40^lnks/lnks^* mutant embryos). n.s., nonsignificant difference between the mutant mean and a symmetry hypothesis (*P* = 0.67, one-sample *t* test). Panels from Fig. 4 (C1 and C5) are reused. (**B**) Molecular cascade in the NODAL pathway. (**C**) Double whole-mount fluorescent in situ hybridization of *Dand5* (pink, left panels) in the node and *Lefty1* (white, right panels, shown in transverse sections) in the neural tube floor plate and LPM of controls and *Ccdc40* mutants at E8.5c-e. *Dand5* relative expression in the left versus right node crown is quantified, with data points color coded according to expression of *Lefty1* in the same embryo. Note that *Lefty1* is expressed at much lower levels in the LPM, so that a different signal intensity is required to assess asymmetry in the floor plate. Heterotaxy indicates bilateral expression or incongruent laterality between floor plate and LPM. The pattern expected to be induced by asymmetry in the node is schematized. The 95% distribution interval of control asymmetry, based on a Gaussian distribution, is outlined with dashed lines. **P = 0.0043 between controls and mutants (Mann-Whitney test, *n* = 5 control *Ccdc40^+/+^* or *Ccdc40^lnks/+^* embryos and *n* = 6 *Ccdc40^lnks/lnks^* mutant embryos). Means and SDs are shown. See also tables S4 and S7.

Because *Nodal* is an indirect target of node flow (*19*), we investigated patterning of the direct target *Dand5* in *Ccdc40* mutants, together with a readout of NODAL signaling, *Lefty1* (Fig. 6B). In wild types, *Dand5*, which encodes a NODAL antagonist, is 3.7 ± 1.5-fold more expressed on the right side of the node crown. In contrast, *Ccdc40* mutants showed mainly symmetric *Dand5* pattern, with a slight default left-sided bias (Fig. 6C). This was associated either with situs solitus patterning of *Lefty1* (green in Fig. 6C and table S4) or nonlateralized patterns because of bilaterality or incongruence between the LPM and floor plate (red in Fig. 6C and table S4). In one mutant, *Dand5* was significantly left predominant, with a fold-difference similar to wild types. Such inversion was associated with congruent inversion of *Lefty1*, both in the floor plate and LPM (yellow in Fig. 6C and table S4), indicative of situs inversus totalis. We conclude that the laterality of *Nodal* patterning in the LPM is uncoupled from the node in most *Ccdc40* mutants, except in situs inversus totalis.

### Asymmetry of the WNT pathway and CPPs stratify laterality phenotypes

To identify additional asymmetries in *Ccdc40* mutants, we adopted a transcriptomic approach. We microdissected the field of heart progenitors at a specific stage (E8.5i) when looping direction can be determined. Paired left and right samples were collected for comparison of gene expression (Fig. 7A). 

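Sequencing covered 42 libraries, the left and the right heart field of each of 21 embryos. Of these, 5 were wild types, 11 were homozygous *Ccdc40* mutants with rightward looping and 5 were homozygous *Ccdc40* mutants with inverted looping. *Ccdc40* encodes a protein needed for the beating of motile cilia. The authors trimmed adapters, aligned the reads to the mouse genome GRCm39 with STAR and counted them on genes with featureCounts. They deposited these counts as whole numbers without normalization or a filter on expression, for 56953 Ensembl genes. Of these, 12119 had a count of 0 in every library. The paper's text does not name the counting options or the use of strand, so that reads of overlapping genes could be split between them. Embryos were assigned to the laterality clusters by their place in Fig. 7B. In the 20 libraries of the situs solitus cluster, totals ranged from 36572530 to 55958371 counts, with a median of 43689226. The 12 libraries of the heterotaxy cluster had between 37517697 and 49787293 counts (median 43934407), and the 10 libraries of the situs inversus totalis cluster between 36073684 and 62970327 (median 42475654). The totals of the right and left libraries of an embryo differed in no constant direction. Their mean log2 ratio, right over left, was -0.05 ± 0.16 in situs solitus (SD, n = 10 embryos, exact sign-flip test, two-sided p = 0.379), -0.06 ± 0.18 in heterotaxy (SD, n = 6, exact p = 0.438) and 0.02 ± 0.20 in situs inversus totalis (SD, n = 5, exact p = 0.875). From the counts, right was compared with left within each cluster by edgeR's quasi-likelihood test after TMM normalization, with the embryo as a block because both sides come from the same animal. Log2 fold changes are given as right over left, so that left-sided genes have negative values. A change of asymmetry between clusters was tested as such, as the interaction of side and cluster in a fit of all 42 libraries. Levels on each side were compared between clusters with sex in the model. Expression levels are given as CPM, counts scaled to the effective size of the library.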

Unsupervised clustering of gene expression asymmetry identifies three groups of embryos (Fig. 7B). 

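The clustering was repeated on the 25 genes of Fig. 7B. For each embryo, the variance-stabilized value of the left was subtracted from that of the right, each gene was scaled to a SD of 1, and embryos were joined by Euclidean distance with the ward.D2 criterion. At 3 groups, of 11, 5 and 5 embryos, 16 of the 21 embryos had the place that Fig. 7B gives them. Average linkage lowered this number most, to 14, and genes that were not scaled raised it to 20. Single genes also mattered, since 21 embryos were placed as in Fig. 7B without *Col3a1* and 15 without *Fzd7*, whereas leaving out any other of the 25 genes gave 16. The names of the genes were read by eye from Fig. 7B, where *Col3a1* is hard to read, so that a misread gene is not excluded as a reason for the 16. The 25 genes were chosen by the study on the wild types of the same libraries. By the variance-stabilized values, each of them had the same direction in all 5 wild types. By the log2 ratios of CPM, *Col3a1*, *Gcnt1* and *Degs1* lay at 0.009, 0.011 and 0.002 in the wild type 8_1 and under 0 in the others. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 23182 genes were asymmetric in the wild types, and 639 had an unadjusted p under 0.05. With DESeq2, the tool that the paper names, 19 genes were asymmetric in all wild types and 84 in the males alone. Among the 91 genes found in either of these comparisons, 30 had the same direction in each wild type by the variance-stabilized values. These 30 held all 25 genes of Fig. 7B. With left and right swapped within wild types, 9 of 16 swaps gave DESeq2 as many genes as the 19, the real one included.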

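The wild types 7_1, 10_1, 17_7 and 22_4 and the mutant 1_6 formed a group of 5 in the repeated tree. The wild type 8_1 and the mutants 2_2, 17_1, 19_6 and 22_1, all with rightward looping, were joined to 6 other mutants with rightward looping. When genes were not scaled, 9 of these 10 embryos were grouped together, and without *Col3a1* all 10 were.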

As seen in our analysis at E9.5, one cluster associates together wild types and mutants with rightward heart looping, thus corresponding to the situs solitus phenotype. Another cluster contains mutants with inverted heart looping direction, corresponding to situs inversus totalis. 

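These 5 embryos, the mutants 2_7, 4_6, 10_3, 18_2 and 32_2, formed a group without any other embryo in the repeated tree. They also did so when genes were not scaled and when each of the 25 genes was left out in turn. With average linkage, 4 of them were grouped and 1 stood alone. The group set by clustering is also the group set by the direction of looping.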

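The mutants 3_7, 15_5, 18_1, 19_4, 23_3 and 32_3 shared their group of 11 in the repeated tree with 5 of the 10 embryos of the situs solitus cluster. At 4 groups these 11 embryos still stayed together, and the mutant 4_6 with inverted looping was split off instead. With average linkage, all 6 shared a group of 16 with the 10 embryos of situs solitus. They were placed in a group of their own without *Col3a1*.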

The remaining cluster of mutants corresponds to heterotaxy with rightward heart looping. 

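In the situs solitus cluster, 2 of the 22802 genes tested were asymmetric at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both left sided and *Ccn4* among them. At an unadjusted p under 0.05 there were 1437 genes. In the heterotaxy cluster, 1 of 22941 genes was asymmetric, left sided as well, with 1363 genes at an unadjusted p under 0.05. In the situs inversus totalis cluster, 468 of 22960 genes were asymmetric, 395 right sided and 73 left sided. Another tool raised these counts most. DESeq2 called 94 genes in situs solitus (15 right sided and 79 left sided), 88 in heterotaxy (55 and 33) and 1755 in situs inversus totalis (1187 and 568), among them all the genes that edgeR called. Of the genes called by DESeq2, 28 in situs solitus, 66 in heterotaxy and 1455 in situs inversus totalis had the same direction in every embryo of the cluster. With left and right swapped within embryos, 6 of 60 swaps gave DESeq2 as many genes in situs solitus, the real one included. It was 5 of 32 in heterotaxy and 1 of 16 in situs inversus totalis. Single embryos moved some counts. Without the embryo 15_5, edgeR called 77 genes in heterotaxy, and without the embryo 32_2 it called 138 in situs inversus totalis. *Ccn4* is among the 25 genes that formed the clusters, so that its test is not independent of the clustering. Among mutants grouped by looping alone, 6 genes were asymmetric in the 11 embryos with rightward looping, all left sided.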

To extract the main transcriptomic signature of clusters, we performed a differential analysis comparing left and right expression within each laterality cluster. We thus identified a set of eight genes, which are common and significantly changed both between situs solitus and situs inversus totalis, as well as between situs solitus and heterotaxy (Fig. 7C). 

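The change of asymmetry itself was tested between clusters. Between situs inversus totalis and situs solitus, 510 of 26335 genes had a different asymmetry at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between heterotaxy and situs solitus 0 did, with 1730 at an unadjusted p under 0.05. The same situs solitus libraries enter both comparisons. Over genes, their log2 differences had a correlation of 0.47, against 0.38 for simulated groups without any change. The same sign in both was found for 68.5% of genes, against 62.2% in the simulation. The simulation held 22134 genes, drew them independently and gave no spread, so that these gaps cannot show a shared change. Of the 8 genes, 1 was asymmetric in situs solitus over all genes tested and 8 adjusted over the list alone. The difference from situs inversus totalis passed for 6 genes over all genes tested and 7 adjusted over the list alone. For the difference from heterotaxy these numbers were 0 and 7. The number of genes that passed all 3 tests over all genes was therefore 0, and DESeq2 gave 3, *Ccn4*, *Hspb8* and *Pitx1*. The study chose the 8 genes on these libraries, so that the counts adjusted over the list alone are not independent evidence. *Pitx1*, *Postn* and *Ccn4* are in addition among the genes that formed the clusters.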

One gene, *Ptgfr*, is right sided in situs solitus (fig. S3A), whereas the others, *Pitx1*, *Postn*, *Trabd2b*, *Retreg1*, *Ccn4*, *Misp3*, and *Hspb8* are left sided.

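*Ptgfr* (ENSMUSG00000028036), a protein-coding gene on chromosome 3 of GRCm39 from 151502139 to 151543267, had 4.04 ± 1.22 CPM on the left and 6.14 ± 0.756 CPM on the right in situs solitus (SD, n = 10 embryos). Its log2 fold change was 0.65 (standard error 0.15, adjusted p = 0.544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the right was higher in 9 of 10 embryos (exact sign-flip test, two-sided p = 0.00391). Its log2 fold change in situs inversus totalis was -0.85 (standard error 0.14, adjusted p = 0.0238), where the embryo 18_2 lay apart from the others with a log2 ratio of -1.35. In heterotaxy it was 0.30, and the asymmetry did not differ detectably from that of situs solitus (exact permutation test of 6 against 10 embryos, two-sided p = 0.184). *Pitx1* (chromosome 13, 55972864 to 55984005) was left sided in all 10 embryos of situs solitus, with a log2 fold change of -1.16 (standard error 0.18, adjusted p = 0.0696). It had a log2 fold change of 0.51 in heterotaxy (difference from situs solitus, exact permutation p = 0.000624). As *Pitx1* was among the genes that formed the clusters, that permutation test is not independent of them. By edgeR over all genes tested, the difference from heterotaxy passed for 0 of the 8 genes. *Postn* (chromosome 3, 54268501 to 54298471) was the most abundant of these genes on the left, with 39.9 ± 34.4 CPM (SD, n = 10), and had a log2 fold change of -1.41 in situs solitus and 0.07 in heterotaxy. Without single embryos the latter ranged from -0.17 to 0.24. *Hspb8* (chromosome 5, 116546409 to 116561084) was left sided in 9 of 10 embryos of situs solitus, with a log2 fold change of -0.60 there, 0.26 in heterotaxy and 1.00 in situs inversus totalis (adjusted p = 0.0193). *Trabd2b*, *Retreg1* and *Misp3* had log2 fold changes of -0.58, -0.91 and -0.85 in situs solitus, with the left higher in 10, 8 and 9 of 10 embryos. For *Misp3*, the wild type 8_1 went the other way, with a log2 ratio of 1.25.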

**Fig. 7.**
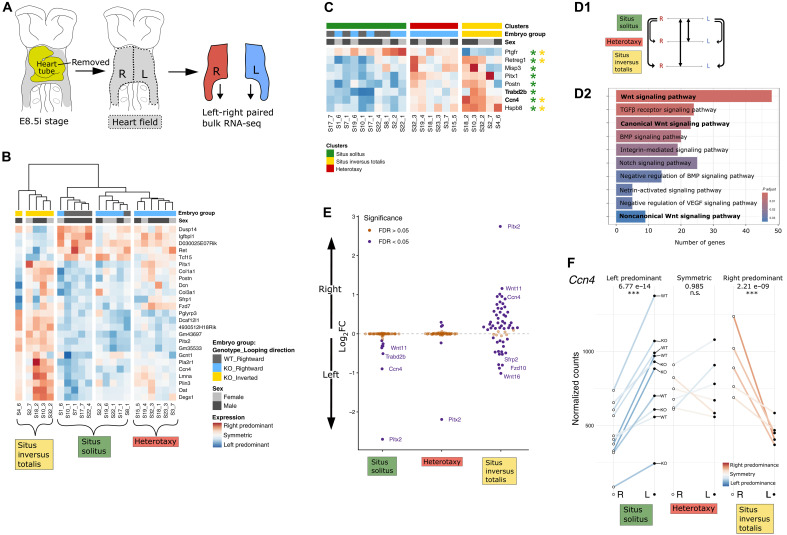
Left-right transcriptomic signature of *Ccdc40* mutant phenotypes at E8.5i. (**A**) Schematic representation of heart field microdissection at E8.5i for paired left-right transcriptomics. (**B**) Unsupervised clustering of 21 embryos, based on the 25 most consistent asymmetric genes in wild-type embryos. The genotype, sex, and heart looping direction of embryos are color coded. Situs solitus includes five wild-types and five mutants, situs inversus totalis includes five mutants, and heterotaxy includes six mutants. (**C**) Transcriptomic signature of clusters. Heatmap of the asymmetric expression of genes that are common and significantly changed in differential analyses between situs solitus and situs inversus totalis clusters and between situs solitus and heterotaxy clusters. Genes associated with WNT pathway GO terms are in bold. Asterisks indicate significance of asymmetry per cluster (adjusted *P* value). (**D**) Schematic representation of the six pairwise comparisons between embryo clusters (D1) used to perform a GO analysis of signaling pathway enrichment. Pathways are ordered by decreasing order of significance level (D2). The most significantly changed pathway is WNT (three GO terms in bold), representing a total of 56 distinct genes. BMP, bone morphogenetic protein signaling; VEGF, vascular endothelial growth factor. (**E**) Plot of asymmetric expression of WNT pathway genes (*n* = 56) in the indicated embryo clusters. The WNT pathway is fully left predominant in situs solitus, largely devoid of asymmetry in heterotaxy and several genes are right-enriched in situs inversus totalis. FDR, false discovery rate. (**F**) Plot of *Ccn4* expression levels by transcriptomics. The adjusted *P* values of right over left expression levels are shown. FC, fold change; KO, knockout (*Ccdc40^lnks/lnks^*); L, left; n.s., not significant; R, right; WT, wild type. See also figs. S3 to S6 and table S5.

Unexpectedly, *Pitx2*, a NODAL-target gene was not recovered as a main transcriptomic signature, because it was not differentially sequenced between situs solitus and heterotaxy (fig. S3B). Although *Nodal* patterning is a key determinant of laterality groups at E9.5, *Pitx2* laterality is difficult to extract by sequencing, because it is entangled with symmetric expression domains (e.g., yolk sac) and several isoforms (fig. S3, C and D). However, transcriptomic changes in the NODAL pathway were detected (fig. S3E), notably in a right-predominant inhibitor *Ism1*. 

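*Ism1* (ENSMUSG00000074766), on chromosome 2 of GRCm39 from 139520098 to 139600508, had 2.48 ± 0.707 CPM on the left and 3.54 ± 1.16 CPM on the right in situs solitus (SD, n = 10 embryos). The right was higher in 7 of 10 embryos (exact sign-flip test, two-sided p = 0.0156), but the log2 fold change of 0.51 had an adjusted p of 0.637 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change in situs inversus totalis was -0.70 (standard error 0.18, adjusted p = 0.109), and its difference from situs solitus was -1.22 (standard error 0.25, adjusted p = 0.0154). In heterotaxy the log2 fold change was -0.12 and ranged from -0.19 to 0.02 when embryos were left out in turn. Of the other genes of this pathway, *Furin* and *Skil* were right sided in situs inversus totalis, with log2 fold changes of 0.50 (adjusted p = 0.0324) and 0.40 (adjusted p = 0.0468). *Cfc1* and *Foxh1*, at 0.93 (adjusted p = 0.0538) and 0.33 (adjusted p = 0.106), did not pass the threshold. The difference from situs solitus was 1.29 for *Cfc1* (adjusted p = 0.0345) and 0.69 for *Furin* (adjusted p = 0.0387).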

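The limits of the paper's methods were applied to edgeR's tests within clusters, with log2 fold changes that were not shrunk and without its filter on myocardial lineages, which rests on single-cell data not used here. *Ccn4* was 1 of 2 genes significant with opposite signs in situs solitus and situs inversus totalis. A further 21 genes were asymmetric in situs inversus totalis, with a log2 fold change over 1 and at least 200 reads, and symmetric in situs solitus, with a log2 fold change under 0.1. Tests of the difference itself were passed by 0 of these 21 genes with edgeR and 10 with DESeq2. At an unadjusted p under 0.05 with edgeR, 20 of the 21 genes differed. The count of 21 became 27 with DESeq2, 1 in a fit of all libraries and 3 in males alone. With DESeq2 and log2 fold changes shrunken by a mixture of normal distributions in place of ashr, an alternative chosen after seeing the data, 15 genes were reversed and 102 gained asymmetry. With DESeq2 and the adjusted p alone, chosen in the same way, 41 genes were reversed and 1713 were asymmetric in situs inversus totalis alone. All 41 reversed genes passed a test of the difference with either tool, whereas 377 of the 1713 genes did so with edgeR and 962 with DESeq2.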

Overall, in situs inversus totalis, we identified 42 genes with an inverted laterality and a high number of gained asymmetries compared to situs solitus (fig. S3F). One example is *Lefty2*, a NODAL target, which is normally no longer expressed at E8.5i in wild types. However, it was significantly right sided in situs inversus totalis (fig. S3, E and F). This suggests that embryos with situs inversus totalis have abnormal kinetics of the NODAL pathway, potentially delayed, as also suggested by the lower anteroposterior propagation of *Nodal* expression in the LPM at E8.5c (Fig. 4C5). 

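*Lefty2* (ENSMUSG00000066652; chromosome 1 of GRCm39, 180720635 to 180726932) had 0.274 ± 0.144 CPM on the left and 7.61 ± 11.5 CPM on the right in situs inversus totalis (SD, n = 5 embryos). These levels rest on means of 12.2 and 438 counts per library. The right was higher in 5 of 5 embryos, with a log2 fold change of 3.99 (standard error 0.67, adjusted p = 0.0251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 3.09 and 4.44 was found when each embryo was left out. In the 5 wild types, *Lefty2* had 1.22 ± 0.748 CPM on the left and 0.441 ± 0.293 CPM on the right (SD, n = 5), or means of 56.4 and 20.6 counts. The left was higher in 10 of 10 embryos of situs solitus (exact sign-flip test, two-sided p = 0.00195) and in 6 of 6 embryos of heterotaxy (exact p = 0.0312), with log2 fold changes of -1.75 and -2.27 that did not pass the adjusted threshold. Without the embryo 15_5, that of heterotaxy was -1.74 and passed (adjusted p = 0.0475). The ratio of 2 embryos, 2_2 in situs solitus and 15_5 in heterotaxy, lay apart from the others, at -6.81 and -5.17 on the log2 scale.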

Among genes that gained asymmetry in situs inversus totalis are markers of the AVC (*Bmp2* and *Gal*) or the sinoatrial node (*Shox2*). 

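*Bmp2* (chromosome 2 of GRCm39, 133394079 to 133404816) had 21.2 ± 5.15 CPM on the left and 47.4 ± 8.56 CPM on the right in situs inversus totalis (SD, n = 5 embryos), a log2 fold change of 1.17 (standard error 0.13, adjusted p = 0.00564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gal* (chromosome 19, 3459912 to 3464881) had a log2 fold change of 1.88 (standard error 0.25, adjusted p = 0.0111), from 1.82 CPM on the left and 6.64 CPM on the right. For *Shox2* (chromosome 3, 66879058 to 66889284), with 4.23 and 9.19 CPM, it was 1.09 (standard error 0.19, adjusted p = 0.0285). The right was higher in 5 of 5 embryos for each of these genes. In situs solitus their log2 fold changes were -0.29, -0.65 and -0.18, all beyond the limit of 0.1 for symmetric genes. These values were not shrunken, whereas the paper shrinks those of DESeq2. With DESeq2 and shrunken log2 fold changes, a setting chosen after seeing the data, each of these genes was in the class of gained asymmetry. The difference between both clusters was 1.45 for *Bmp2* (adjusted p = 0.00424), 2.50 for *Gal* (adjusted p = 0.0354) and 1.26 for *Shox2* (adjusted p = 0.0835). *Shox2* depended on the wild type 10_1, which had a log2 ratio of -2.53, and without it the log2 fold change in situs solitus was 0.06. The embryo 2_7 also lay apart from the others of situs inversus totalis, with a log2 ratio of 0.20 for *Shox2*.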

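By the limits of the paper's methods, applied to edgeR's tests, *Ccn4* was the 1 gene asymmetric in situs solitus and symmetric in heterotaxy. No gene was asymmetric in heterotaxy and symmetric in situs solitus. This class requires an adjusted p under 0.05 in heterotaxy, which only 1 gene had with edgeR, so that the count of 0 decides little. An unadjusted p under 0.05 in heterotaxy, which 1363 genes had, did not suffice to enter it. DESeq2 with the adjusted p alone gave 84 genes asymmetric in situs solitus and not in heterotaxy, and 78 genes with the opposite pattern. This alternative was chosen after seeing the data. Among the 84 genes, the difference of asymmetry passed an adjusted p under 0.05 for 0 genes with edgeR and 7 with DESeq2, and 52 of them had an unadjusted p under 0.05 with edgeR.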

In heterotaxy, 84 genes became symmetric and several gained asymmetry compared to situs solitus (fig. S3G). Gained asymmetry again probably reflects a delayed developmental program, given the lower anteroposterior propagation of bilateral *Nodal* expression in the heterotaxy group at E8.5c (Fig. 4, C3 and C4). By in situ hybridization at sequential stages, we confirmed delayed expression of *Lefty1* in *Ccdc40* mutants, which is still high at E8.5e, when controls have down-regulated it (fig. S4). As a user-friendly community resource, we have created a web interface to interrogate this unique transcriptomic dataset, accessible at https://ccdc40.pasteur.cloud/.

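Expression levels on each side were compared between clusters. Between heterotaxy and situs solitus, 0 genes differed on the left and 0 on the right at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1290 and 2156 had an unadjusted p under 0.05. Between situs inversus totalis and situs solitus, 3 genes differed on the left, all lower in situs inversus totalis, and 4 on the right, of which 3 were higher. DESeq2 gave 1 and 21 genes for heterotaxy and 71 and 67 for situs inversus totalis. The 3 tests of asymmetry and 4 tests of level together gave 468 genes changed in any of them with edgeR and 1922 with DESeq2.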

We then performed a Gene Ontology (GO) term analysis of genes identified in a broader differential analysis, including also differences in expression levels between embryo clusters (Fig. 7D1). Among the terms reflecting pathways, the WNT pathway emerged as the most significantly affected, representing 56 distinct genes (Fig. 7D2 and table S5). 

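Each of the 56 genes of table S5 was found in the counts, the second entry printed as *Dkk1* by its Ensembl identifier, which is that of *Dkkl1*. Of the genes that edgeR called in any of the 7 tests of asymmetry or level, 21 were in this list, and all 56 were among those called by DESeq2. The list was drawn by the study from genes changed in these libraries, so that these overlaps are not independent evidence. The term analysis itself was not repeated, as the annotation of terms is not used here.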

Whereas this set of genes was left sided in wild types, it was largely symmetric in the heterotaxy cluster and showed either reversed laterality (e.g., *Ccn4*, *Wnt11*, and *Pitx2*) or gained asymmetry (e.g., *Sfrp2*, *Wnt16*, and *Fzd10*) in the situs inversus totalis cluster (Fig. 7, C and E). 

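In situs solitus, 36 of the 56 genes had a log2 fold change under 0 and 20 over 0. Over all genes tested, 2 were asymmetric, and adjusted over the list alone 9 were, all left sided (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 5 wild types alone, 0 passed over all genes tested, 3 adjusted over the list alone and 6 at an unadjusted p under 0.05. In heterotaxy, 1 gene passed over all genes tested and 2 adjusted over the list alone, with 27 under 0 and 29 over 0. In situs inversus totalis, 21 genes passed, 6 left sided and 15 right sided, and 50 adjusted over the list alone, 16 left sided and 34 right sided. DESeq2 called 8 in situs solitus, 4 in heterotaxy and 50 in situs inversus totalis. Leaving out embryos changed the number for situs inversus totalis to between 4, without the embryo 32_2, and 18. As a set, the list was left sided in situs solitus by limma's camera with its preset correlation (p = 6.31e-08, adjusted p = 5.07e-07 over 14 set tests) and right sided in situs inversus totalis (p = 7.24e-08, adjusted p = 5.07e-07). Both calls held under fry (adjusted p = 0.0325 and 0.0289) and with a correlation estimated from the data (unadjusted p = 0.0169 and 0.0248). In the wild types alone the list was left sided by camera (adjusted p = 5.18e-06), which did not hold under fry (adjusted p = 0.189) or with an estimated correlation (unadjusted p = 0.0668). The set was not past the threshold in heterotaxy by camera (adjusted p = 0.116). Without the genes that also formed the clusters, the set test of situs solitus had an adjusted p of 0.00396 by camera but did not hold under fry (adjusted p = 0.168) or with an estimated correlation (unadjusted p = 0.114), whereas that of situs inversus totalis did (0.0289 and 0.0432). The median log2 ratio of the list was -0.08 in situs solitus, 0.03 in heterotaxy and 0.24 in situs inversus totalis. Because the list was drawn from genes changed in these libraries, none of these set tests is independent evidence. *Wnt11* had a log2 fold change of -0.81 in situs solitus (adjusted p = 0.616), -0.45 in heterotaxy (adjusted p = 0.826) and 1.25 in situs inversus totalis (adjusted p = 0.0101), and the difference between the first and the last was 2.05 (adjusted p = 0.00923). *Sfrp2* and *Fzd10* were left sided in situs inversus totalis, with log2 fold changes of -0.96 (adjusted p = 0.0444) and -0.89 (adjusted p = 0.0416), and *Wnt16*, at -1.37 (adjusted p = 0.0985), did not pass the threshold. Their differences from situs solitus were -1.01, -1.18 and -1.63 for *Sfrp2*, *Fzd10* and *Wnt16*, with adjusted p-values of 0.106, 0.103 and 0.0763. For *Fzd10*, the embryo 10_3 lay apart from the others of situs inversus totalis, with a log2 ratio of -0.25.

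**Figure D1:**
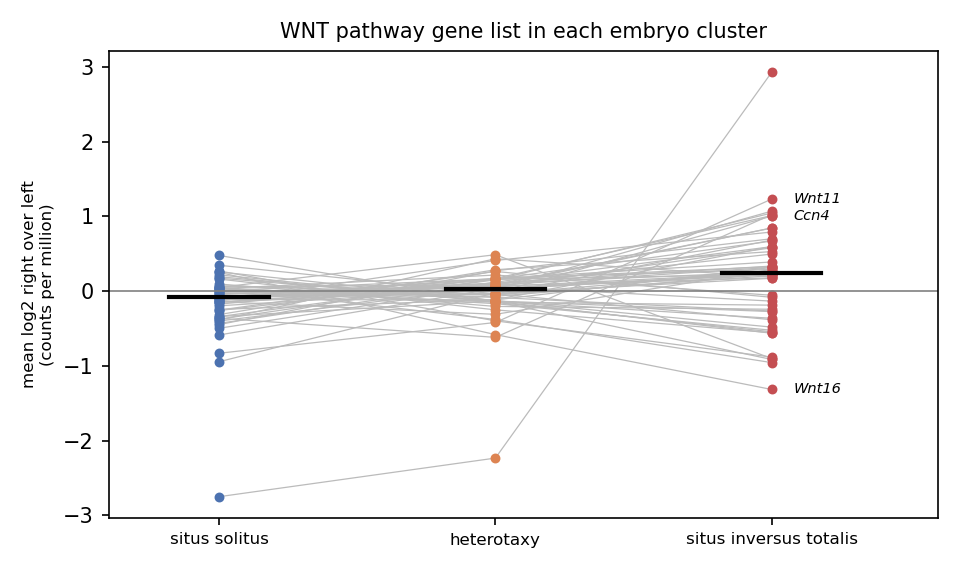
Mean log2 ratio of CPM, right over left, of the 56 genes of table S5 in situs solitus (n = 10 embryos), heterotaxy (n = 6) and situs inversus totalis (n = 5). Each point is a gene, lines join the same gene and horizontal bars are the medians of the list, which lie at -0.08, 0.03 and 0.24.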

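Taken one side at a time, 0 of the 56 genes of table S5 had a different level in heterotaxy than in situs solitus at an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2 at an unadjusted p under 0.05 on the left and 14 on the right. In situs inversus totalis, 1 gene was lower on the left and 1 was higher on the right, and adjusted over the list alone 12 and 5 genes differed. As a set, the list was lower on the left in situs inversus totalis by camera (adjusted p = 2.19e-06 over 14 set tests), by fry (adjusted p = 0.0193) and with an estimated correlation (unadjusted p = 0.00163). On the right it was higher (adjusted p = 8.43e-06 by camera and 0.0289 by fry, unadjusted p = 0.0133 with an estimated correlation). For heterotaxy the set did not pass on the left (adjusted p = 0.544 by camera) or on the right (adjusted p = 0.0975). These set tests run on genes that the study chose because they changed in these libraries. The difference of asymmetry from situs solitus passed for 13 genes over all genes tested and 42 adjusted over the list alone in situs inversus totalis, and for 0 and 6 genes in heterotaxy. The median absolute log2 change of the 56 genes in situs inversus totalis was 0.35 for the level on the left, 0.26 for the level on the right and 0.64 for the asymmetry. In heterotaxy these medians were 0.09, 0.21 and 0.27. A difference of asymmetry is the difference of the changes on both sides, so that it can exceed either.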

WNT pathway genes were mainly affected for their laterality (Fig. 7E) rather than their level of expression (fig. S5E). 

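*Ccn4* (ENSMUSG00000005124) lies on chromosome 15 of GRCm39 from 66763060 to 66795050. In situs solitus it had 19.1 ± 7.27 CPM on the left and 10.3 ± 4.46 CPM on the right (SD, n = 10 embryos), with the left higher in 10 of 10 embryos. Its log2 fold change there was -0.93 (standard error 0.12, adjusted p = 0.0229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In heterotaxy it had 17.2 ± 4.56 CPM on the left and 16.7 ± 2.79 CPM on the right (SD, n = 6), and the log2 fold change was -0.04 (standard error 0.13, adjusted p = 0.963), with each side higher in 3 embryos. Without single embryos it ranged from -0.14 to 0.08. The levels in situs inversus totalis were 10.3 ± 1.90 and 20.8 ± 4.83 CPM (SD, n = 5), with a log2 fold change of 1.01 (standard error 0.18, adjusted p = 0.0324) and the right higher in 5 of 5 embryos. The difference of asymmetry between situs inversus totalis and situs solitus was 1.93 (standard error 0.22, adjusted p = 8.8e-05). Between heterotaxy and situs solitus it was 0.89 (standard error 0.20), which did not pass over all genes (adjusted p = 0.573) and had p = 0.000749 by an exact permutation test of the clusters for this gene alone. As *Ccn4* was among the genes that formed the clusters, that test is not independent of them. Between mutants with inverted and rightward looping, groups drawn without expression, the difference was 1.44 (adjusted p = 0.0184; exact permutation p = 0.000458). For *Ccn4*, 79.8% of the variance of the log2 ratio between embryos lay between the 3 clusters. By this share it had rank 2 in the list of table S5, ahead of 75.1% for *Tmem88* and 57.9% for *Wnt11*. The share does not require a gene to be symmetric in heterotaxy.

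**Figure D2:**
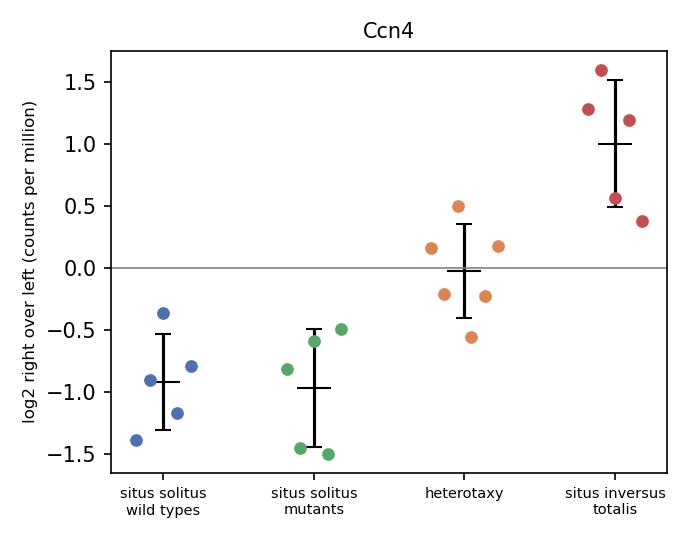
Log2 ratio of CPM, right over left, of *Ccn4* in each embryo, for situs solitus (5 wild types and 5 mutants), heterotaxy (n = 6) and situs inversus totalis (n = 5). Points are embryos, horizontal lines are means and bars are SDs. *Ccn4* lies on both sides of 0 in heterotaxy.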

*Ccn4*, also known as *Wnt-inducible signaling pathway protein 1* (*Wisp1*), stood out as the most representative of embryo clusters among genes of the WNT pathway (Fig. 7F): left sided in situs solitus, right sided in situs inversus totalis, and symmetric in heterotaxy. We further explored the spatial expression pattern of *Ccn4*. We found high expression in a specific domain caudal to the heart tube at E8.5i, covering the sinus venosus and CPPs, which face the infolding of the lung bud in the foregut endoderm (Fig. 8, A to E). These *Ccn4-*positive cells do not express the myocardial marker *Acta1* (Fig. 8C) but are positive for the CPP marker *Wnt2* (Fig. 8B). *Ccn4* expression is enriched on the left side, overlapping with the left marker *Pitx2* (Fig. 8, A and D). *Ccn4* is also expressed in the yolk sac, but symmetrically, and at low levels in the heart tube (fig. S5, A to C). To validate our transcriptomic analysis, we mapped *Ccn4* expression in *Ccdc40* mutants (Fig. 8, F and G). We found 4 of the 11 mutants with left-predominant *Ccn4* expression, similar to wild types. These mutants had a rightward heart looping direction, reflecting the situs solitus cluster. In 3 of the 11 mutants, *Ccn4* expression was reversed, as well as heart looping, reflecting the situs inversus totalis cluster. The remaining 4 of the 11 mutants displayed symmetric *Ccn4* expression. These mutants had either a rightward or inverted heart looping direction, reflecting the heterotaxy cluster. *Ccn4* thus identifies a previously unknown asymmetry in CPPs. Additional markers of CPPs, such as *Osr1*, can become asymmetric in situs inversus totalis or heterotaxy (fig. S5D).

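*Osr1* (ENSMUSG00000048387; chromosome 12 of GRCm39, 9538061 to 9631513) had 42.3 CPM on the left and 64.2 CPM on the right in situs inversus totalis, with a log2 fold change of 0.60 (standard error 0.10, adjusted p = 0.0212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In heterotaxy the left was higher in 6 of 6 embryos (exact sign-flip test, two-sided p = 0.0312), with 61.6 and 45.2 CPM and a log2 fold change of -0.47 (standard error 0.09, adjusted p = 0.652). This call depended on the embryo 15_5, without which the log2 fold change was -0.525 and passed (adjusted p = 0.0475). In situs solitus it was -0.41 (standard error 0.19, adjusted p = 0.785), from which heterotaxy differed by -0.05 (adjusted p = 0.984) and situs inversus totalis by 1.00 (adjusted p = 0.045). Among the other markers of these progenitors, *Tbx5* and *Wnt2* were right sided in situs inversus totalis, with log2 fold changes of 0.74 (adjusted p = 0.00702) and 0.59 (adjusted p = 0.0166), and *Aldh1a2* and *Hoxb1* had -0.32 (adjusted p = 0.109) and -0.25 (adjusted p = 0.293). The differences of these 4 genes from situs solitus did not pass the threshold, with adjusted p-values of 0.123, 0.193, 0.242 and 0.191 for *Tbx5*, *Wnt2*, *Aldh1a2* and *Hoxb1*.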

**Fig. 8.**
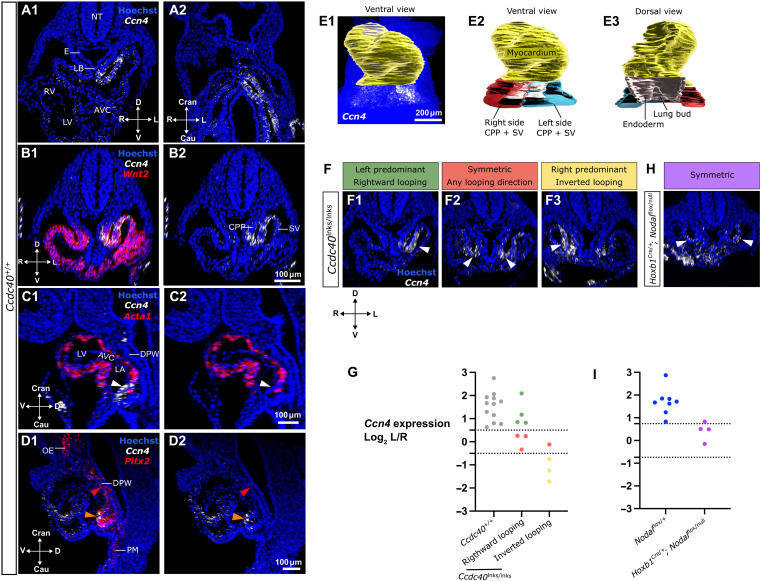
Asymmetric expression of *Ccn4* in CPPs. (**A** to **D**) Whole-mount in situ hybridization of *Ccn4* (white) in wild-type embryos at E8.5i, relative to markers of CPPs (*Wnt2*, red in B, *n* = 6), cardiomyocytes [*Acta1*, red in (C), *n* = 4], and left [*Pitx2*, red in (D), *n* = 2]. The white arrowhead points to *Ccn4* expression in undifferentiated cardiac cells, the orange to overlapping expression of *Ccn4* and *Pitx2* in CPPs and the red to *Pitx2* only expression in the DPW. Transverse [(A1) and (B)], frontal (A2), and sagittal [(C) and (D)] sections are shown. (**E**) 3D segmentation of the *Ccn4*-positive domain relative to the heart tube (yellow) and the foregut endoderm (gray), divided in right (red) and left (blue) sides. Segmentations are shown overlying the raw in situ hybridization (E1), in ventral [(E1) and (E2)] or dorsal (E3) views. (**F**) Whole-mount *Ccn4* expression (white) in *Ccdc40* mutants at E8.5i, seen in transverse sections, showing three patterns: left-predominance in embryos with a rightward heart looping [(F1); *n* = 4], right-predominance in embryos with inverted heart looping [(F3); *n* = 3] and symmetric expression [(F2); *n* = 4] in the sinus venosus and CPPs. (**G**) Corresponding quantification in left/right domains shown in (E) in embryos with the indicated genotype and heart looping direction. Abnormal values (red) are outside the 95% distribution interval of control samples based on a Gaussian distribution (dashed lines). (**H** and **I**) *Ccn4* expression in mutants, in which *Nodal* is inactivated throughout the LPM (H) and corresponding quantification of its asymmetry (I). CPPs, cardiopulmonary progenitors; Cran, cranial; Cau, caudal; D, dorsal; DPW, dorsal pericardial wall; E, endoderm; L, left; LA, left atrium; LB, lung bud; LV, left ventricle; NT, neural tube; OE, oral ectoderm; PM, posterior mesoderm; R, right; RV, right ventricle; SV, sinus venosus; V, ventral. See also fig. S5 and table S7.

Overall, we demonstrate a strong WNT pathway signature of the laterality phenotypes. We identify for the first time an asymmetry in CPPs, marked by the WNT pathway gene *Ccn4*, which stratifies phenotypes and is concordant with combined heart and lung defects in heterotaxy and situs inversus totalis.

### Cross-talk between WNT and NODAL pathways is required to establish LPM asymmetry

WNT and NODAL pathways are known to regulate each other during mesoderm formation or node asymmetry (*33*, *44*, *45*). To understand whether asymmetry of the WNT pathway gene *Ccn4* depends on NODAL signaling, we analyzed it in *Nodal* mutants. In the absence of *Nodal* in the LPM, *Ccn4* expression became symmetric (Fig. 8, H and I). This indicates that NODAL signaling can modulate the WNT pathway to bias CPP asymmetry.

Given our observation that situs solitus can be established in *Ccdc40* mutants without node flow and node asymmetry, we wondered whether WNT signaling could activate *Nodal* in the LPM. By culturing precisely staged embryos and applying the WNT pathway activator CHIR99021 (*46*), we monitored cumulative patterning with the *Nodal-ASE-lacZ* transgene. Pharmacological WNT activation applied after the onset of *Nodal* expression at E8.5c did not affect *Nodal* patterning (Fig. 9, G to J). However, treatment applied before *Nodal* onset, impaired its expression in most cases (six of eight; Fig. 9, A to F): *Nodal* was not detected (*n* = 2; Fig. 9C), asymmetric in the anterior LPM only (*n* = 1; Fig. 9D) or asymmetric posteriorly but bilateral anteriorly (*n* = 3; Fig. 9, E and F). This was seen regardless of the genotype, in control *Ccdc40^+/lnks^* or mutant *Ccdc40^lnks/lnks^* embryos*.* Impaired *Nodal* patterning was occasionally associated with abnormal heart looping direction (Fig. 9, C and F)*.* We thus provide functional evidence of a cross-talk between WNT and NODAL pathways that is important to establish LPM asymmetry.

**Fig. 9.**
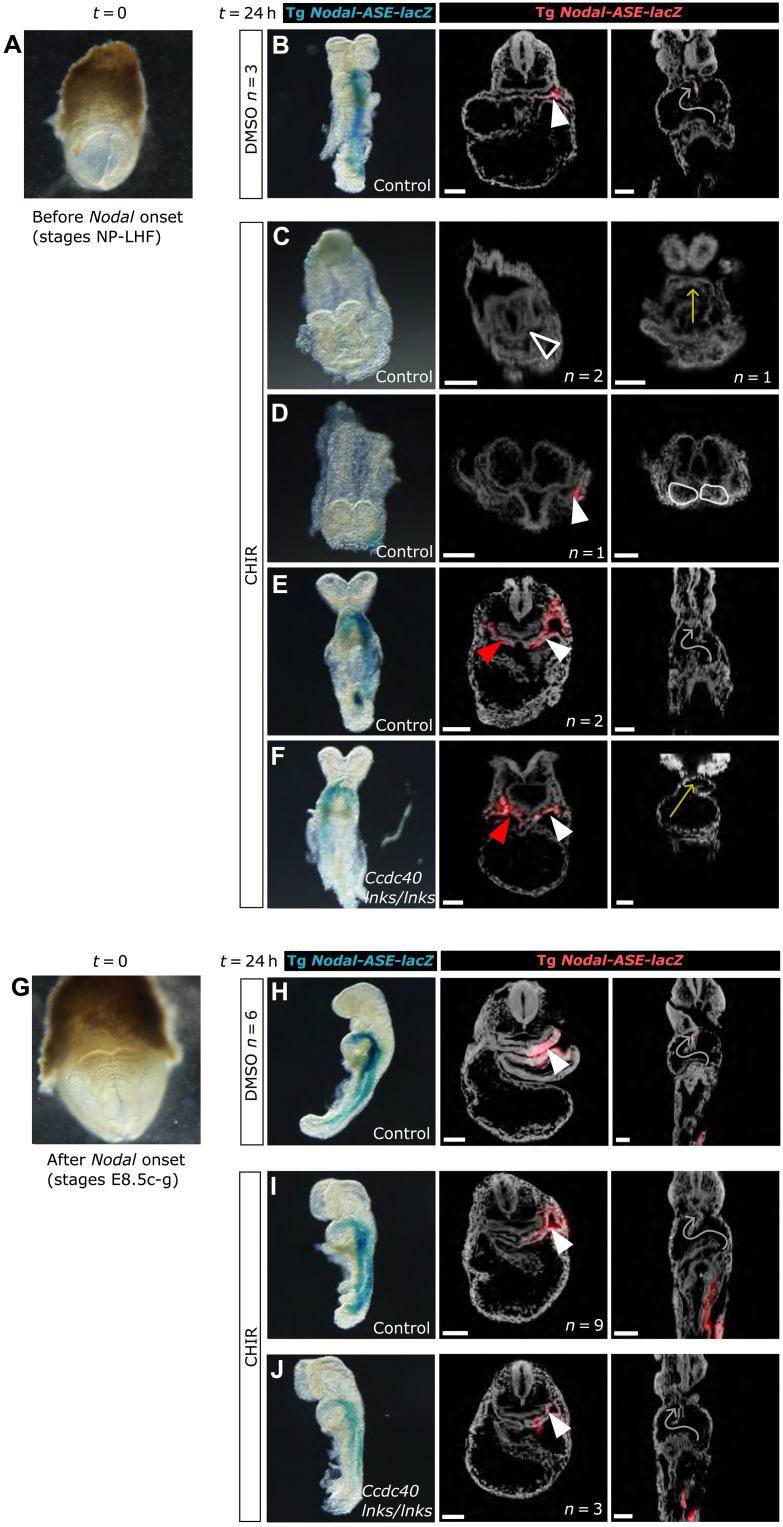
Pharmacological WNT activation modulates *Nodal* patterning in the LPM. (**A**) Example of an embryo dissected before expression of asymmetric *Nodal*, i.e. between the neural plate (NP) and late headfold (LHF) stages, at the beginning of the culture. (**B**) Example of a *Ccdc40^+/lnks^;Tg Nodal-ASE-lacZ* embryo (*n* = 3) at the end of the culture, treated 4 hours with the adjuvant [dimethyl sulfoxide (DMSO)]. β-Galactosidase staining is in blue in bright-field images (left) and red in 3D HREM images, shown in transverse (middle) and frontal (right) sections. The filled arrowhead indicates normal staining in the left DPW, and the gray arrow indicates normal rightward heart looping. (**C** to **E**) *Tg Nodal-ASE-lacZ* embryos (*n* = 7 *Ccdc40^+/lnks^* controls and *n* = 1 *Ccdc4^lnks/lnks^* mutants), at the end of the culture, treated 4 hours with the WNT pathway activator CHIR. The empty and red arrowheads indicate absent and bilateral staining in the left DPW, respectively. The yellow arrow indicates abnormal heart looping direction. The forming heart is outlined in white in (D). Two *Ccdc40^+/lnks^* embryos had normal *Nodal* patterning. (**G**) Example of an embryo dissected after expression of asymmetric *Nodal*, i.e., at E8.5c-g stages, at the beginning of the culture. (**H**) Example of a *Tg Nodal-ASE-lacZ* embryo (*n* = 1 *Ccdc40^+/+^*, *n* = 3 *Ccdc40^+/lnks^* controls, and *n* = 2 *Ccdc4^lnks/lnks^* mutants) at the end of the culture, treated 4 hours with the adjuvant (DMSO)*.* (**I** and **J**) *Tg Nodal-ASE-lacZ* embryos (*n* = 1 *Ccdc40^+/+^*, *n* = 8 *Ccdc40^+/lnks^* controls, and *n* = 3 *Ccdc4^lnks/lnks^* mutants) at the end of the culture, treated 4 hours with the WNT pathway activator CHIR. Scale bars, 100 μm. h, hours.

## DISCUSSION

We find that *Ccdc40* mutants have fully penetrant motile ciliopathy that abrogates node flow and causes hydrocephalus. We thus demonstrate that node flow is not the only event of symmetry breaking in mice. It is required as a bias for the robustness of left-right patterning, but asymmetry can be established independently of the node. With quantitative and longitudinal analyses, we reconstructed the developmental trajectories of laterality defects in motile ciliopathy (Fig. 10). We show the existence of a situs solitus developmental trajectory, independent of the node, with left-sided *Nodal* patterning, normal asymmetric transcriptomics in the heart field, overall normal embryonic morphogenesis, and organ laterality at birth, but occasionally mild asymptomatic anomalies. In another developmental trajectory, situs inversus totalis, fully mirror image embryonic morphogenesis, and organ laterality at birth arise from right-sided *Nodal* patterning and an inverted asymmetric transcriptomic signature including in the WNT pathway. This can be traced back to baseline left-sided *Dand5* asymmetry in the node crown. However, this trajectory shows anomalies in *Nodal* patterning, with temporal delay and posterior bilaterality. Last, the heterotaxy trajectory manifests in the absence of anterior *Nodal* patterning in the DPW, bilateral *Nodal* patterning in atria and CPPs. It is associated with abnormal symmetry of the WNT pathway, incongruent asymmetric cues, variable direction, and defective geometry of heart looping. At birth, this trajectory results in a typical heterotaxy syndrome with left isomerism of the airways and atrial appendages, as well as complex congenital heart defects. Overall, we demonstrate that laterality phenotypes not only correlate with *Nodal*, but also with WNT pathway patterning. Our transcriptomics identifies a number of asymmetric genes that characterize these trajectories. We also uncover asymmetry in a cell population relevant to laterality defects, the CPPs.

**Fig. 10.**
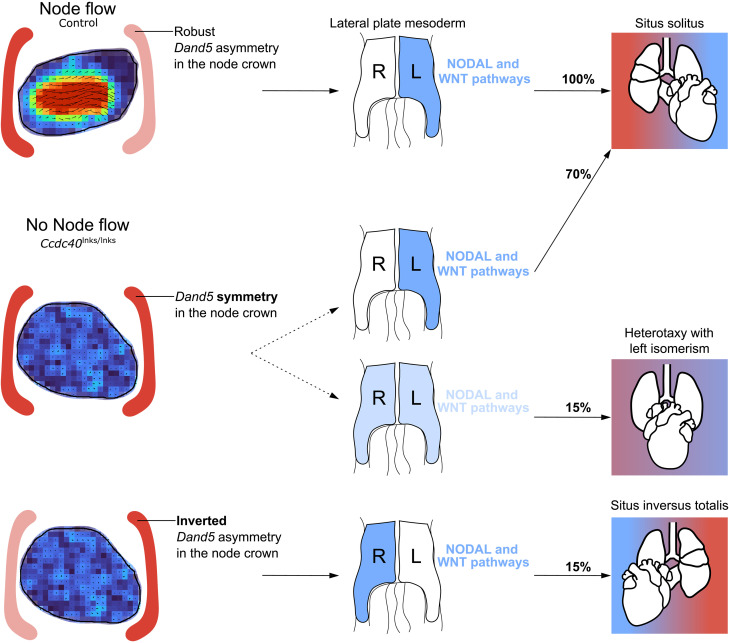
Working model. Node flow is not required as an asymmetry generator, but instead as a bias for asymmetry. In the presence of flow, left-right patterning is robust with fully penetrant situs solitus of the heart and lungs (top line). In the absence of flow, phenotypic output is variable, with NODAL and WNT pathways as the main asymmetric signatures that stratify phenotypes. The node crown is generally symmetric (middle line) but left-right patterning of the LPM can develop independently of the node, giving rise to a situs solitus trajectory in 70% of cases. Anomalies in LPM patterning, symmetry or incongruence, give rise to a heterotaxy trajectory in 15% of cases. Rarely, baseline left-sided *Dand5* asymmetry in the node crown can reach a threshold sufficient to trigger reversed patterning of the LPM, giving rise to a situs inversus totalis trajectory in 15% of cases.

The three categories of laterality phenotypes at birth seen in *Ccdc40* mutants are in line with the phenotype of other mice or patients with motile cilium gene variants (*29*, *47*). Although the node flow is upstream of NODAL signaling (*6*, *13*), abrogating node flow leads to a completely different spectrum of defects compared to *Nodal* inactivation, which leads to full penetrance of heterotaxy (*9*). Heart looping direction in *Nodal* mutants is uniformly randomized, yet their inverted (leftward) looping is not a mirror image and no situs inversus totalis is detected. All *Nodal* mutant fetuses show heterotaxy with right isomerism of the airways and atrial appendages, while heterotaxy occurs with left isomerism in *Ccdc40* mutants. In the clinics, heterotaxy with right or left isomerism tends to be associated with specific congenital heart and spleen defects (*1*, *48*). Our quantitative analyses of *Ccdc40* and *Nodal* mutants now outline a mechanistic stratification of laterality defects. Human patients with variants in motile cilium genes display laterality defects similar to *Ccdc40* mouse mutants, as well as the respiratory disease primary ciliary dyskinesia and infertility (*26*, *27*, *49*). Situs inversus totalis in patients and mice is associated with ciliary genes (*3*), with one of them, *Inversin*, regulating the WNT pathway (*50*).

Using innovative tools, we have assessed *Nodal* patterning with higher resolution. *Nodal* is transiently expressed and dynamically propagates spatially (*6*, *9*, *51*), the timing of which can be affected in mutants (*28*, *32*, *52*). Our genetic tracing of *Nodal* with a transgenic reporter opens the possibility to analyze cumulative NODAL signaling, better catching its overall expression pattern and correlation with embryonic morphogenesis. The sensitive fluorescent in situ hybridization that we have used provides quantitative insight into asymmetries, compared to previous chromogenic substrates. Our paired transcriptomic analysis shows that situs inversus totalis is not only a phenotypic mirror image of situs solitus but also a different developmental trajectory, with delayed NODAL signaling. On the basis of 3D imaging, we have uncovered a cardiac cell population with left-right asymmetry, the CPPs. This population had been previously characterized as a pool of common precursors to the heart and lung, marked by WNT signaling components (*53*, *54*). We now report asymmetry in *Ccn4* and *Nodal* genetic tracing in CPPs, which provides a molecular basis to combined heart and lung defects in heterotaxy.

*Nodal* mesoderm patterning in *Ccdc40* mutant embryos is channeled in three types—left sided, anteriorly right sided, and abnormal—in agreement with other mutants disrupting the node flow or flow sensing (*6*, *28*, *29*). Their frequency is not uniformly randomized in *Ccdc40* mutants, and *Nodal* is spatially not noisy but still expressed in stripes of LPM. This raises the question of the origin of the variations. Partial disruption of the node flow can explain phenotypic variability (*30*). However, *Ccdc40* mutants have a fully penetrant undetectable node flow, and situs solitus mutants still manifest hydrocephalus, in agreement with the reported immotility of cilia devoid of CCDC40 (*55*). Within the current model of a linear cascade of left-right patterning, a single bilateral *Nodal* pattern would be expected in the absence of node flow, because this prevents the left-sided decay of *Dand5*. *Dand5* is symmetric in most *Ccdc40* mutants, as shown by us and others (*28*), and in other models disrupting flow sensing by *Pkd2* or *Dand5* (*19*, *56*, *57*). In the opposite situation, upon *Dand5* inactivation or excessive bilateral decay, *Nodal* displays similar left-sided, right-sided, or bilateral variations as in *Ccdc40* mutants (*18*, *58*). Thus, the node and its readout of *Dand5* asymmetry do not appear to be strictly required to set *Nodal* asymmetry but rather to bias it and make it robustly left or right sided. We show uncoupling between asymmetry in the node and in the LPM in the absence of flow. Together, these observations support the conclusion that, although *Nodal* asymmetry in the mesoderm is sensitive to the node, it can also be established in the LPM by a different mechanism.

General principles of symmetry breaking have been proposed, including two main ingredients: a bias that is local and able to orient the asymmetry and an amplification mechanism that can spontaneously generate asymmetry but with no specific orientation (*59*, *60*). The bias can rely on molecular chirality, as shown for tubulin, which orients the rotation of cilia and thus determines the direction of flow (*13*, *61*). Brown and Wolpert (*59*) interpreted situs variations in *Dnah11^iv^* mutant mice as a loss of function in biasing, which is in line with our conclusion for *Ccdc40* mutants. In these motile ciliary mutants, spontaneous generation of asymmetry seems to rely only on the second ingredient and occurs with a variable orientation. The gold standard of spontaneous amplification mechanisms is the reaction-diffusion process, depending on self-amplifying feedback and long-range inhibition (*62*, *63*). This mechanism was modeled in the LPM on the basis of the activator NODAL and its long-range inhibitor LEFTY (*64*). This was considered as a way to amplify the low asymmetry generated by the node, rather than independent of it. However, in the absence of *Nodal* in the LPM, asymmetric morphogenesis is not lost, some heart looping occurs (*9*) and gut looping is largely normal (*65*). This suggests that there are factors other than NODAL participating in symmetry breaking. As a paradigm shift in left-right patterning, we now propose that the node is not the primary driver of symmetry breaking. We instead suggest an amplification mechanism in the LPM, independent of the node and involving NODAL and WNT pathways. Such randomly oriented mechanism is then biased by the node flow.

Our paired transcriptomic analyses of the heart field uncover a strong asymmetric signature in the WNT pathway, which stratifies laterality phenotypes. Among the 56 genes significantly changed between laterality groups are *Ccn4*, *Trabd2b*, and *Wnt11*. TRABD2B is a metalloprotease that acts as a negative regulator of the Wnt signaling pathway (*66*). The WNT pathway has previously been shown to be asymmetric, with higher *Wnt3* levels in the left node (*33*, *34*). DAND5 can also antagonize WNT apart from NODAL (*67*). *Wnt3* and *Dand5* act in feedback loops in the node to reinforce asymmetry (*33*). Whether WNT in the LPM could also induce NODAL signaling in the absence of flow is an attractive possibility. *Wnt3a* in the posterior node and caudal mesoderm is required for *Nodal* patterning and asymmetric organogenesis (*44*). In the epiblast, WNT signaling is important to induce *Nodal* expression (*45*). Our embryo culture experiments now show that WNT activation before asymmetric *Nodal* expression can modulate its patterning, which could be mediated by direct activation of *Lefty1* (*68*). Similarly in transgenic medaka, ubiquitous activation of WNT1 at two to four somites induces bilateral *Nodal* expression in the LPM (*69*). Our transcriptomics analyses uncovered other asymmetric markers, such as the NODAL inhibitor *Ism1*, which is broadly expressed in the LPM (*70*, *71*). How *Ism1* asymmetry is regulated is unknown. Other candidate pathways in our transcriptomics include prostaglandin signaling or PITX1, but whether they can induce *Nodal* expression remains to be investigated.

Similarly to the mouse, ablation of the left-right organizer or abrogation of flow in other vertebrates is still compatible with normal laterality, with a lower frequency (*72*–*75*). Additional pathways other than NODAL signaling have been found. In the fish brain, WNT signaling in addition to NODAL is required for the asymmetry of the habenula (*76*, *77*). In the frog, chick, and rabbit, fibroblast growth factor (FGF) signaling is an important regulator of left-right patterning, upstream of NODAL signaling (*15*, *78*, *79*). In the fish and frog, asymmetric cues before the left-right organizer have been observed, including maternal determinants, such as the TGFβ growth and differentiation factor 1 (GDF1) (*80*, *81*). Such early developmental cues have not yet been reported in mice.

If the node has a more restricted and biasing role, then the long-standing concept of a left-right organizer may be questioned. Blum *et al.* (*12*) introduced the term of “laterality organizing center” to avoid confusion in the use of the term “node” and distinguish the Spemann-Mangold organizer activity from later laterality patterning activity. An organizer is formally defined as a tissue that can both induce and pattern adjacent cells (*82*, *83*), but the node is now shown to lack the inducing activity in this definition. Essner *et al.* (*72*) named the orthologous Kupffer’s vesicle in the fish as a transient embryonic “organ of asymmetry,” a term that would be more relevant to the finding that the node is required for asymmetry robustness rather than induction. Overall, our in-depth quantitative analysis of *Ccdc40* mutants provides original insights into the mechanisms of symmetry breaking in the mouse and the developmental trajectories of laterality defects.

### Limitations of the study

Our study stratifies laterality defects and identifies anatomical and molecular signatures. Functional investigations will be important to clarify the causal links between them. Given the low penetrance of heterotaxy and situs inversus totalis in *Ccdc40* mutants, it has been challenging to collect and quantify a cohort at E9.5 with the transgenic marker of *Nodal*. We have enriched the study with nontransgenic samples, using an integration method based on partial least squares (PLS) regression and thus explored how phenotypes could be clustered from 48 parameters. Further increments of the pipeline with more samples and better knowledge of the essential asymmetric parameters will reinforce the precise boundaries between the laterality groups of embryos. For example, the frequency of cases with incongruent asymmetry between different markers exceeds that of heterotaxy cases at birth, suggesting that some are compatible with situs solitus. At birth, the mild anomalies that we detect in liver or lung lobations are now not used as markers of laterality in patients, although they are detected in many laterality mouse mutants. Knowledge of their developmental origins is now lacking to understand whether they reflect direct or indirect asymmetry mechanisms.

## MATERIALS AND METHODS

### Animal models

*Ccdc40^lnks/+^* males and females were crossed to generate *Ccdc40^lnks/lnks^* mutant embryos (*25*). The line was kept in a C56Bl6J background. The Tg *Nodal-ASE-lacZ* transgenic line in a mixed genetic background (*43*) was crossed with *Ccdc40^lnks/+^* animals to generate *Ccdc40* mutants carrying the transgene. For generation of conditional *Nodal* mutants, *Nodal^null/+;^Hoxb1^Cre/+^* males of a mixed genetic background were crossed with *Nodal^flox/flox^* females (*9*). The *Ccdc40^lnks/+^* mouse line develops faster, so that collection of fetuses the day before birth corresponds to stage E17.5. Whenever possible, littermate wild types were used as controls. In some low-yield experiments, they were pooled with littermate *Ccdc40^lnks/+^* heterozygotes, which have no phenotype (referred to as controls). Male and female embryos were collected and used randomly. E0.5 was defined as noon on the day of vaginal plug detection. At E8.5, embryos were staged on the basis of the morphology of the heart (fig. S1A) (*9*, *38*). All embryos and fetuses were genotyped by polymerase chain reaction (PCR) of the yolk sac or tail tip, using primers listed in table S6.

Mice were housed in individually ventilated cages containing tube shelters and nesting material, at 21°C and 50% humidity, under a 12-hour light/dark cycle, with food and water ad libitum, in the Laboratory of Animal Experimentation and Transgenesis of the Structure Fédérative de Recherche (SFR) Necker, Imagine Campus, Paris. Animal procedures were approved by the ethical committees of the Institut Pasteur, Université Paris Cité, and the French Ministry of Research (nos. 18049-201707201335745 v9, 31733 2020120811176379_v6, dha230022, and 60334-2025021116457052_v16).

### *Ccdc40* mutant genotyping

For genotyping of *Ccdc40* alleles, forward and reverse primers spanning a region containing the *lnks* C>A point mutation site were designed (table S6). After PCR amplification, PCR products were subjected to enzymatic restriction by Hpy188I, which differentially finds one and two restriction sites in the mutant and wild-type amplicons, respectively. The expected products are shown in fig. S6A.

### Scanning electron microscopy

Embryos were collected at E8.5b-d and fixed overnight in 2.5% glutaraldehyde. After three washes in 0.1 M cacodylate buffer (pH 7.4), samples were postfixed in 1% osmium tetroxide in 0.1 M cacodylate buffer (pH 7.4) for 1 hour. After three washes in water, samples were dehydrated in ethanol. Samples were dried in an automated critical point dryer (Leica EM CPD300) and coated with gold/palladium in a Gun ionic evaporator (PEC 681/1). Images were acquired on a JEOL IT700HR scanning electron microscope.

### β-Galactosidase staining

*Tg Nodal-ASE-lacZ* embryos were collected at E9.5. They were incubated in cold 250 mM KCl cardioplegia solution for 1 min; fixed for 10 min in 4% paraformaldehyde (PFA), 5 mM EGTA, and 2 mM MgCl_2_; then permeabilized for 30 min in 0.2% NP-40 and 0.1% sodium deoxycholate; and lastly stained whole mount with X-gal at 37°C in the dark, overnight. After rinsing in PBS, the staining was postfixed in 4% PFA overnight before 3D imaging by high-resolution episcopic microscopy (HREM). The transgenic pattern was recorded independently in different domains (tables S2 and S3). Four regions of the heart tube were considered: the OFT, AVC, atrium facing the right ventricle, and atrium facing the left ventricle. Two regions correspond to cardiac precursors: DPW and CPPs and sinus venosus. Last, the LPM posterior to the heart (posterior LPM) reflects noncardiac cells.

### Chromogenic RNA in situ hybridization

Embryos were collected at E9.5. After cardioplegia in cold 250 mM KCl for 1 min, embryos were fixed in 4% PFA overnight at 4°C. Fixed embryos were gradually dehydrated in methanol and stored at −20°C until whole-mount in situ hybridization. *Wnt11* and *Bmp2* antisense riboprobes (gifts from S. Evans and C. Vesque, respectively) were transcribed from plasmids using digoxigenin-11-UTP. Signals were detected by alkaline phosphatase–conjugated anti-digoxigenin antibodies (1/2000), which were revealed with the chromogenic BM purple (magenta) substrate. Samples were postfixed and imaged in 3D by HREM.

### Fluorescent RNA in situ hybridization

Embryos were collected at E8.5, fixed in 4% PFA overnight at 4°C, gradually dehydrated in methanol, and stored at −20°C. Sensitive whole-mount RNAscope in situ hybridization was performed using the Mutliplex Fluorescent 426 v2 Assay (Bio-Techne) and a published protocol (*84*). *Nodal* (436321-C1), *Dand5* (852201-C3), *Lefty1* (506381-C2), *Ptgfr* (501841-C1), *Ccn4/Wisp1* (501921-C1), *Ccdc40* (1054111-C2), *Isl1* (451931-C1), *Pitx2* (412841-C2), *Acta1* (808831-C3), and *Wnt2* (313601-C2) probes were used. Amplification steps were performed using the TSA cyanine5 and cyanine3 amplification kit. Hoechst (1/1000) was used as a nuclear counterstain. Samples were then cleared in R2 CUBIC reagent and embedded in R2 containing agarose. Multichannel multisection 16-bit images were acquired with a Z.1 light-sheet microscope and a 20×/1.0 objective.

### Bulk RNA sequencing

Embryos were collected at E8.5, and a ventral bright-field image of each embryo was acquired to record the heart looping stage. Then, embryos were microdissected, removing the head, back, trunk below the second somite, and heart tube (*40*). The remaining tissue, largely consisting of the heart field in the DPW and down to the second somite, was cut along the midline in two left and right halves, separately collected, and flash-frozen in liquid nitrogen. Samples were then stored at −80°C. Embryos were selected for bulk RNA extraction on the basis of stage (E8.5i), genotype, direction of heart looping, and sex (mixed). E8.5i is defined by the tilted position of ventricles, at an angle of about 40° to the anteroposterior axis, with a visible OFT and AVC (*38*). Given the low penetrance of inverted heart looping (Fig. 3C) and the difficulty to catch a specific transient stage, we had to collect 276 embryos at E8.5 to find five samples with inverted heart looping at E8.5i. We selected blindly a twice higher number of mutant samples with rightward heart looping (*n* = 11) and an equivalent group of controls (*n* = 5) for a total cohort of 21 embryos. Total RNA was extracted in TRIzol-Chloroform and purified using the RNeasy Micro Elute Columns kit (QIAGEN) including deoxyribonuclease treatment. RNA quality and quantity were assessed by capillary electrophoresis using High Sensitivity RNA reagents with the Fragment Analyzer (Agilent Technologies). All RNA quality numbers were >9.1. Only paired left/right samples with minimum 10 ng of RNA were retained: 5 paired wild-type samples (4 males and 1 female), 11 paired mutant samples with a rightward looping direction (6 males and 5 females), and 5 paired mutant samples with an inverted looping direction (3 males and 2 females). 

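The sexes were checked by genes of the sex chromosomes. *Xist*, which is transcribed from the inactive X chromosome, had from 3608 to 6754 counts in the libraries of females and from 5 to 158 in those of males. The Y-linked gene *Ddx3y* had from 0 to 8 counts in females and from 2041 to 3788 in males. *Eif2s3y* and *Kdm5d* separated the sexes in the same libraries, with at most 9 and 4 counts in females and at least 1628 and 1434 in males. The pairing of left and right libraries was checked over 2000 genes. After the means of the groups were removed, the correlation between both libraries of an embryo ranged from 0.08 to 0.79, with a median of 0.45, and exceeded 0.1 in 19 of 21 pairs.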

Batches of RNA preparation and library preparation were randomized.

RNA sequencing (RNA-seq) libraries were prepared starting from 10 ng of total RNA using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina. The cDNAs produced from the poly-A+ fraction were PCR amplified in two steps (9 cycles for the first amplification and 8 for the second amplification). An equimolar pool of the final indexed RNA-seq libraries was sequenced on an Illumina NovaSeq6000, with paired-end reads of 100 bases and a mean sequencing depth of 80 million reads per sample.

### Embryo culture

Embryos from *Ccdc40^lnks/+^*; *Tg Nodal-ASE-lacZ* intercrosses were dissected in warm Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum, 8 days after fertilization, corresponding to neural plate–E8.5g stages. With an intact ectoplacental cone, embryos were cultured in rolling bottles as previously published (*85*). A gas mixture containing 5% CO_2_ and 13% O_2_ was pumped from a mixer box at 6.5 psi (positive pressure over ambient external atmospheric pressure) into a water bottle; then, this humidified gas was circuited at 0.1 psi into the rotating drum. Embryos were kept in individual vials with 1 ml of culture medium [DMEM, GlutaMAX, penicillin/streptomycin, Hepes, nonessential amino acids, sodium pyruvate, glucose, 50% inactivated rat serum (Janvier Labs), and 25% inactivated human serum (HumanCells Biosciences, FP-006-C200)] (*85*). After 30 min in culture for postdissection recovery, 20 to 40 μM CHIR99021 (Sigma-Aldrich), or an equivalent volume of the adjuvant (dimethyl sulfoxide) alone, were added into the vials. After 4 hours of treatment, embryos were transferred into fresh culture medium without drug and kept in culture for a total of 24 hours. Yolk sacs were collected for genotyping, and dissected embryos were processed for β-galactosidase staining and imaging.

### Live imaging of node flow

Embryos were collected at E8.5b-d in phenol red-free DMEM with 10% fetal bovine serum (culture medium) at 37°C, as established previously (*30*, *86*). Preheated medium and a microscope heating pad were used to control the temperature. Embryos were imaged individually, while the rest of the litter was cultured in the culture medium at 37°C in rolling bottles in a precision incubator (BTC Engineering, Milton, Cambridge, UK). For live imaging, embryos were mounted on a microscopy glass with a thin layer of silicone glue, flattened with ventral side up, and covered by a ∼20-μl droplet of culture medium. Green-fluorescent beads (0.2 μm) were vortexed and diluted 1:10 in culture medium, and 2 μl was added on the embryo. Silicone vacuum grease was applied surrounding the embryo, and mounting was closed with a coverslip. Single-channel 16-bit images were acquired using a confocal microscope equipped with Yokogawa CSU-X1 Spinning Disk technology on an inverted Axio Observer.Z1, with an incubating chamber at 37°C, and an ORCA FLASH4 high-speed camera (Hamamatsu). Bright-field images with 10× and 63×/1.46 oil immersion objectives were acquired to record embryo orientation. Then, movies on the green fluorescent channel with the 63×/1.46 oil immersion objective were acquired, for three focal planes per embryo, at 100 fps over 3 s. After imaging, seven embryos were detached by gentle pipetting and fixed in 4% PFA overnight at 4°C, dehydrated in methanol. They were stored at −20°C and *Nodal* expression was evaluated by fluorescent RNA in situ hybridization.

### Micro–computed tomography

Fetuses at E17.5 (*n* = 40), P0 (*n* = 7), or P14 (*n* = 16) were collected and euthanized by decapitation. As described previously (*41*), the body or head was immerged in HBSS at 37°C 5 min to remove blood and then in cardioplegia solution (110 mM NaCl, 16 mM KCl, 16 mM MgCl_2_, 1.5 mM Cacl_2_, and 10 mM NaHCO_3_) at 4°C. Fetuses were fixed in 4% PFA 24 hours at 4°C, washed, and stored in PBS azide. Before imaging, the left forelimb was cut as a lateral landmark, and skin around thorax was removed to facilitate penetration lugol as a contrast agent, incubated for 72 hours (E17.5 and P0) or 96 hours (P14). Images were acquired on a Micro–Computed Tomography Quantum FX (PerkinElmer). Field of exposure was 10-mm diameter, and *xyz* resolution was 20 μm. After imaging, fetuses were recovered and lugol was washed out. In E17.5 and P0 cohorts, as a follow-up analysis, the heart was explanted for HREM 3D imaging.

### High-resolution episcopic microscopy

Whole embryos (E9.5) or explanted hearts (E17.5 to P0) were embedded in methacrylate resin (JB4) containing eosin and acridine orange as contrast agents (*38*, *41*). The resin block was sectioned with a microtome, and images of its surface were acquired using the optical high-resolution episcopic microscope and a 1× Apo objective, repeatedly. The tissue architecture was imaged with a green fluorescent protein filter and chromogenic precipitates with a red fluorescent protein filter. E9.5 embryo datasets include 720 to 1765 images with of 1 to 2.1 μm resolution for all three (*xyz*) dimensions. E17.5-P0 heart datasets include 1000 to 1700 images, with 2.6- to 3.8-μm resolution for the three dimensions. Occasionally, one slice may be lost or overexposed, creating a minor variation in the overall 3D stack. Icy (*87*) and Fiji (ImageJ) (*88*) software were used to crop and scale the datasets. 3D reconstructions and analysis were performed using Imaris. Figure panels correspond to optical sections in the most appropriate plane, i.e., not necessarily in the plane of imaging.

### Phenotyping at perinatal stages

Laterality defects in thoracic and abdominal organs were phenotyped on the basis of micro–computed tomography (micro-CT) scans, including bronchi, lungs, heart, venous return to the heart, aortic arch, stomach, spleen, liver, and colon (*41*). Cardiac anatomy was evaluated in HREM images on the basis of the segmental approach (*89*) and the clinical code from the International Paediatric and Congenital Cardiac Code (IPCCC) and the 11th iteration of the International Classification of Diseases (ICD-11). Phenotyping was conducted by two independent observers: one developmental biologist and one cardiac pediatrician. The position of the heart apex corresponds to that of the apex of the left ventricle within the thoracic cavity. The anatomical right and left ventricles are defined on the basis of the presence and absence of a septal attachment of the atrioventricular valve, respectively. The position of ventricles reflects the congruent (D-Loop) or not (L-Loop) position of the anatomic right ventricle on the right side of the left ventricle. Malposition of the great arteries was diagnosed in a transverse plane on the basis of the position of the aortic valve relative to the pulmonary valve. The ventriculo-arterial connection reflects the position of the great arteries, scored as abnormal in the following two cases: double-outlet right ventricle, when more than half of both arterial trunks arise from the anatomic right ventricle; transposition of the great arteries when the aorta arises from the anatomic right ventricle and the pulmonary trunk from the anatomic left ventricle. The anatomic right and left atria are defined based on the presence and absence of pectinate muscles in the posterior wall of the atrial chamber, respectively. The anatomic right and left lungs are defined on the basis of the number of lobes (four on the right and one on the left). The anatomic right and left bronchi are defined on the basis of their subdivision (early on the right and late one on the left). Heterotaxy was defined according to the criteria of Lin *et al.* (*1*).

### Quantification of heart looping at E9.5

HREM images were used to segment the different compartments of the heart tube using Imaris software. Segmentations were done following histological criteria (movie S3), such as cushion boundaries or the interventricular or interatrial sulcus, aided by the expression patterns of *Wnt11* and *Bmp2*, as described previously (*9*). Nine landmarks along the tube were extracted and used for quantifications, of which three are two-dimensional polygonal cross sections of the tube and six are 3D segmented volumes. Polygons were placed at the distal exit of the OFT, at the interventricular sulcus, and at the point of bifurcation into the two atria. The segmented 3D structures are OFT, right ventricle, left ventricle, AVC, left atrium, and right atrium, of which a centroid and volume were extracted. The angles between three consecutive points along the tube axis were taken. Heart shapes were aligned in 3D using an in-house MATLAB code (*84*) (DOI: 10.5281/zenodo.8265324) so that the *z* axis corresponds to the notochord and the *x* axis to a perpendicular from the neural tube midline to a ventral point. The centroid of the distal OFT is set as the center of reference axes. The orientation of the axis between the left and right ventricles, the displacement of the AVC (taken here at the bifurcation point) from the notochord, and the tube length were measured as previously (*9*). Abnormal values were determined as falling outside the 95% distribution interval of control samples. Deviation in the shape of the OFT in mutants was evaluated qualitatively on the basis of length and curvature. The alignment of the AVC and atria was evaluated qualitatively: Alignment with the left atrium is the wild-type configuration, and partial alignment with the right, in addition to the left atrium, is defective.

### Quantification of fluorescent in situ hybridization signal

3D images were analyzed using Imaris software for the manual segmentation of expression domains. The presence of unspecific staining clumps was an exclusion criterion. Landmarks for segmentation of the node crown were set by *Nodal* or *Dand5*. For CPPs and sinus venosus, segmentation was set in the bilateral horns, from the posterior end of atria to the junction with the common cardinal veins. Differentiated myocardium (marked by *Acta1* or histology), proepicardium, and endocardium were not included in the CPP region. After segmentation, the “Spots” tool in Imaris was used, with the “Different spot sizes” feature, to detect fluorescent signal. The volume of the detected spots was extracted and normalized by the total segmented volume and by Hoechst intensity. The resulting values were used for the calculation of the ratio between the left-side and right-side expression.

### Quantification of node cilia phenotype

For quantification of the frequency of ciliary ballooning, the “Cell Counter” plugin in Fiji was used, and a manual marker was placed in each cilium, classifying them as the “normal” or “ballooned” type. For delimitation of concentric zones in the node, GIMP (GNU Image Manipulation Program) software was used. The number of ballooned cilia, divided by the total number of cilia, per zone, was calculated for each embryo.

### Particle image velocimetry analysis

Live imaging of the node produced stacks of 220 to 280 images. Frames were individually processed in Fiji: Background illumination was subtracted by applying the “Gaussian blur” filter and subtracting, and, then, salt-and-pepper noise was removed with the “Despeckle” plugin. Image stacks were analyzed using the particle-image-velocimetry software (*90*) on interrogation windows with size 48 by 48 pixels. Flow maps were computed by averaging the flow over the duration of image acquisition. Node areas were selected manually on the basis of the visible distribution of fluorescent beads within a focal plane in the pit.

### Bioinformatics analyses of published single-cell RNA sequences

A list of 114 genes associated with motile cilia was assembled on the basis of literature review (*91*–*93*). Two single-cell transcriptomic datasets were used for the analysis. The expression and annotation data (cluster and meta-cell identifiers) of whole embryos at E6.5 to E8.25 (*94*) were downloaded from Gene Expression Omnibus (GEO; GSE169210) according to https://github.com/tanaylab/embflow. The analysis was conducted at the meta-cell level. The expression and annotation data of microdissected heart regions (*39*) were accessed from https://marionilab.cruk.cam.ac.uk/heartAtlas/ and analyzed at the cluster level, focusing on cardiac clusters Me2 to Me7. Each dataset was normalized independently using voom transformation from limma R package (*95*), centered by gene using the mean of background genes defined as genes not in the motile cilia gene list, and scaled by gene, and the two datasets were merged. Motile cilia genes were then ranked by total median expression across meta-cells and cells, and *k*-means clustering was used to identify three distinct clusters. Expression levels were plotted by boxplots, showing the median, 25th (Q1) and 75th quantiles (Q3), and whiskers corresponding to Q1 − 1.5(Q3-Q1) and Q3 + 1.5(Q3-Q1). The number of meta-cells used is indicated in table S7.

### Bioinformatic analyses of paired bulk RNA sequences

After demultiplexing, reads were trimmed to remove adapter sequences from the first amplification step. Sequence quality was assessed using FastQC and Picard metrics. Duplicates were removed. FASTQ files were mapped to the ENSEMBL Mouse GRCm39 reference genome using the Illumina STAR aligner and counted by featureCounts from the Subread package (v2.0.6). The resulting sequencing depth was 44 million reads in average. 

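The counts assigned to genes had a mean of 44595254 per library over the 42 libraries.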

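Without a filter on low counts, the number of genes asymmetric at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rose to 17 in situs solitus, 4 in heterotaxy and 942 in situs inversus totalis.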

Genes with low expression levels were filtered out, using the filterByExpr function of edgeR R package (*96*) with parameters min.count = 5, min.total.count = 10, large.n = 50, and min.prop = 0.2. A principal components analysis was conducted on variance stabilizing transformation (VST)–transformed data, and, on the 500 most variant genes to detect potential outliers, no outlier was detected. All differential analysis were carried out using the DESeq2 R package (*97*), with local fit type for dispersion estimation and ashr type (10.32614/CRAN.package.ashr) to shrink the log_2_ fold changes. To infer embryo clusters, an initial differential analysis was performed on wild-type samples, considering both sexes together and males independently, to identify genes associated with asymmetry in wild type samples. The DESeq2 model was adjusted for the effect of the side (left/right) and embryo identifier to account for pairing. The resulting lists of differentially expressed genes (DEGs) were merged and filtered to remove genes not expressed in myocardial lineages [using published single-cell transcriptomics (*39*), we kept genes that belong to clusters Me3-Me7 and removed genes that exclusively belong to Me1-Me2, Ec1-Ec2, and En1-En2]. This list of markers was refined by retaining “congruent” genes, defined as those exhibiting the same left-right trend across all samples. This refinement resulted in 25 genes, which were used to perform hierarchical clustering of all samples of the dataset, based on Euclidean distance and the ward.D2 aggregation criterion. This retrieved three laterality clusters.

A second differential analysis was then conducted to assess (i) asymmetry variations within clusters, using a DESeq2 model adjusted for the effect of the side and embryo identifier, and (ii) to evaluate expression changes within each side, using a DESeq2 model adjusted for the cluster and sex. The goodness of fit of these DEseq2 models was assessed by checking the distribution of the raw *P* values, ensuring, in particular, that the variability of embryos within clusters is lower than the variability between clusters. DEGs were filtered to exclude genes not expressed in myocardial lineages. For (i), genes were classified as gained asymmetry compared to the situs solitus cluster, when they had a significant right to left expression in a mutant laterality cluster, an absolute log_2_ fold change higher than 0.5 (for heterotaxy) or 1 (for situs inversus totalis), at least 200 reads in either side, whereas they had a nonsignificant right to left expression in situs solitus, with an absolute log_2_ fold change lower than 0.1. Genes were classified as conserved or reversed asymmetry compared to the situs solitus cluster, when they had a significant right to left expression in a mutant laterality cluster, an absolute log_2_ fold change higher than 0.5, and at least 200 reads in either side. Genes were classified as lost asymmetry compared to the situs solitus cluster, when they had a nonsignificant right to left expression in a mutant laterality cluster with an absolute log_2_ fold change lower than 0.1, whereas they had a significant right to left expression in situs solitus, with an absolute log_2_ fold change higher than 0.5 and at least 200 reads in either side. We selected as signature genes, the genes that were common and changed both between situs solitus and heterotaxy and between situs solitus and situs inversus totalis.

For a global analysis, we compiled (i) and (ii), corresponding to 1842 genes exhibiting diverse variation patterns (Fig. 7D1), filtered on the basis of significance but not fold change or number of reads. The list includes genes that are symmetric in situs solitus but with altered overall expression levels in abnormal laterality clusters; genes that are asymmetric in situs solitus and show changes in overall expression levels in abnormal laterality clusters; and genes exhibiting an increase, decrease, loss, or gain of asymmetry in abnormal laterality clusters. Overrepresentation analysis was performed on these genes using the enricher function from the clusterProfiler R package (*98*). The analysis was applied to several genes set collections, including the full Kyoto Encyclopedia of Genes and Genomes (KEGG) collection and its subset filtered for “signaling pathways,” the full collection of GO biological process terms and its subset filtered for signaling pathways, and additional collections from Biocarta, Reactome, and WikiPathways. Heatmaps were generated using the VST-transformed count differences between the right and left side, with gene scaling to an SD of 1. Hierarchical clustering of genes was conducted with Euclidean distance and the Ward.D2 aggregation criterion. For Fig. 7B, a global clustering tree of all samples was performed. In other heatmaps, the order of laterality clusters was preserved, with sample clustering performed independently within each laterality cluster.

In the analysis of *Pitx2* isoforms, Kallisto (version 0.51.1) was used to quantify transcript abundances and identify expressed isoforms. The reference genome used for this analysis was *Mus musculus* mm10 (GRCm39, release 104). Analyses were conducted using the default parameters of Kallisto.

### Extraction of *Ccdc40* sequence in bulk RNA sequences

To identify variants in the specific *Ccdc40* genomic region, we performed variant calling using SAMtools version 1.18. The command bcftools mpileup was applied on sequence alignment data stored in BAM format. These BAM files were obtained by cleaning fastq files of adapter sequences and low-quality sequences using cutadapt. Only sequences at least 25 nucleotides in length were considered for further analysis (options -O 6 –trim-n –max-n 1). STAR, with options (–outFilterMismatchNoverLmax 0.05 –outSAMunmapped Within –sjdbOverhang 250 and 2-pass mode by-sample), was used for alignment on the reference genome and get BAM files. The reference genome used for this analysis was the *M. musculus* mm10 (GRCm39, release 104). The analysis was restricted to chromosome 11, focusing on the genomic position range 119,141,000 to 119,143,000. Variant calling was then performed using bcftools call -mv, which applies a multiallelic variant detection model. This produced a Variant Call Format (VCF) file containing the identified variants in the specified region for subsequent analysis: No genetic variation was found in any wild-type samples, whereas the A genetic variation was detected in 57 mutant samples (fig. S6B). Genetic variation from five mutant samples could not be retrieved due to the absence of reads mapping to the position of interest, but, because the samples are paired, we were able to retrieve the genetic variation for each mutant embryo as mpileup detected variant for at least left or right sample.

### Clustering of E9.5 phenotypes

The dataset was divided into two cohorts (table S3): one consisting of 28 embryos with complete data (*Ccdc40^lnks/lnks^; Tg Nodal-ASE-lacZ* mutants and littermate transgenic controls) and another of 67 embryos, including additional 39 samples with incomplete data because they were nontransgenic and, thus, the *Nodal* transgenic signal was missing. In a PLS analysis, we identified two blocks of variables: one comprising 25 geometrical parameters, computed from measures in 3D segmentations of the heart tube, and the other with five *Nodal* signal markers (excluding markers that were not variable or the OFT signal that was redundant with the looping direction). Given the mixed nature of the geometrical variables and the dataset structure, we carried out a multiple factorial analysis (MFA) as an appropriate multivariate method. The geometrical data were organized into five blocks of quantitative variables: coordinates (3D coordinates of eight reference points), volumes (six cardiac segments), angles (seven between three consecutive reference points, and the orientation of the left and right ventricles relative to the notochord), tube length, and absolute value of AVC lateral displacement; and nine blocks of qualitative variables, including looping direction, OFT shape, alignment of AVC and atria, and *Nodal* signal in different domains (DPW signal, AVC signal, signal in the atrium facing the right ventricle, posterior LPM signal, and CPP signal). To account for dependencies between the *x*, *y*, and *z* coordinates in the “coordinate” block, the data were summarized using six factors from the DISTATIS method, using the DistatisR R package (10.32614/CRAN.package.DistatisR). MFA for the 67 samples was performed on the geometrical variables, whereas a multiple correspondence analysis (MCA) for the 28 samples was applied to the *Nodal* signal variables due to their qualitative nature. Both analyses were performed using the FactoMineR R package (*99*). A PLS regression was then conducted to model the relationships between the geometrical and *Nodal* signal markers, enabling us to infer the MCA coordinates for the incomplete cohort of 39 samples. For both the MFA and MCA, we retained enough components to capture 80% of the variability, resulting in seven and five components, respectively. This methodology led to a 3D projection of all 67 samples, with contributions from all variables, including those with missing data, by leveraging the relationships between the geometrical and *Nodal* signal markers. This projection, representing the relations between the two sets of markers, is referred to as the “PLS-space.” PLS regression was performed using RGCAA R package (10.32614/CRAN.package.RGCCA). Hierarchical clustering was applied to the first two PLS components. Marker associations for each cluster were identified through pairwise statistical testing between clusters (e.g., heterotaxy with rightward looping versus situs solitus and heterotaxy with inverted looping versus situs inversus totalis) for all variables. For quantitative variables, the Mann-Whitney-Wilcoxon test was used, whereas qualitative variables were assessed with Fisher’s exact test. Effect sizes were also calculated: Eta-squared for quantitative variables and Cramer’s *V* for qualitative variables, both measures implemented in the effectsize R package (*100*).

### Statistical analyses

Statistical tests and *P* values are described in the figure legends and table S7. *P* values less than 0.05 were considered statistically significant. Group allocation was based on PCR genotyping and heart looping direction. All sample numbers (*n*) indicated in the text refer to biological replicates, i.e., different embryos/fetuses or different cells. Investigators were blinded to allocation during imaging and phenotypic analysis, but not during quantifications. To compare whether two groups had equivalent means, a *t* test was used when a normal distribution could be assumed, and a Mann-Whitney test otherwise. To test whether the mean of a population was statistically different from a theoretical value, a one-sample *t* test was used. To test whether the distribution of classes followed an expected distribution (e.g., Mendelian distribution or random distribution), a chi-square test was used.

### Additional resources

Web interface: Paired transcriptomic analysis of *Ccdc40* mouse mutants (https://ccdc40.pasteur.cloud).

# Supplementary material for: Wnt and Nodal asymmetries stratify mouse laterality phenotypes in the absence of node flow
**Source:** Sci Adv. 2026 Jul 23;12(30):eadx6486. doi: 10.1126/sciadv.adx6486
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Legends for tables S1, S3 and S7 Tables S2, S4 to S6 Legends for movies S1 to S4

Supplementary Materials for  
***Wnt* and *Nodal* asymmetries stratify mouse laterality phenotypes in the  
absence of node flow**

Amaia Ochandorena-Saa *et al.*

*Sci. Adv.* **12**, eadx6486 (2026)  
DOI: 10.1126/sciadv.adx6486

**The PDF file includes:**

Figs. S1 to S6  
Legends for tables S1, S3 and S7  
Tables S2, S4 to S6  
Legends for movies S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Tables S1, S3 and S7  
Movies S1 to S4

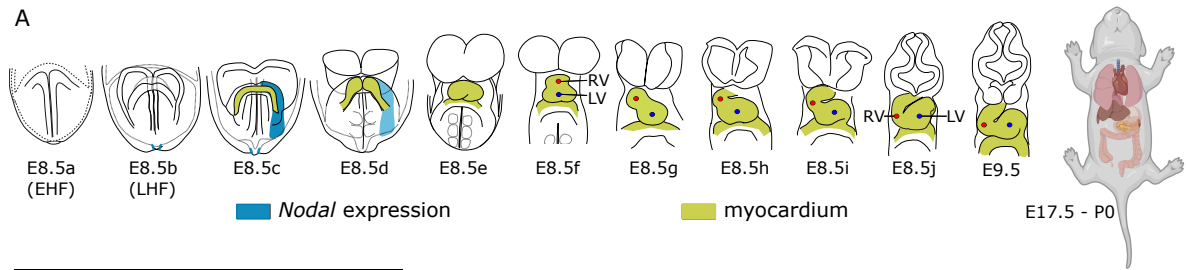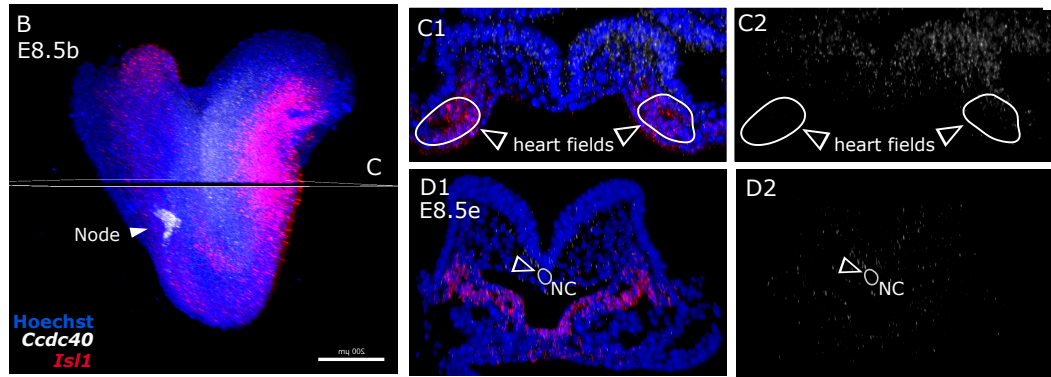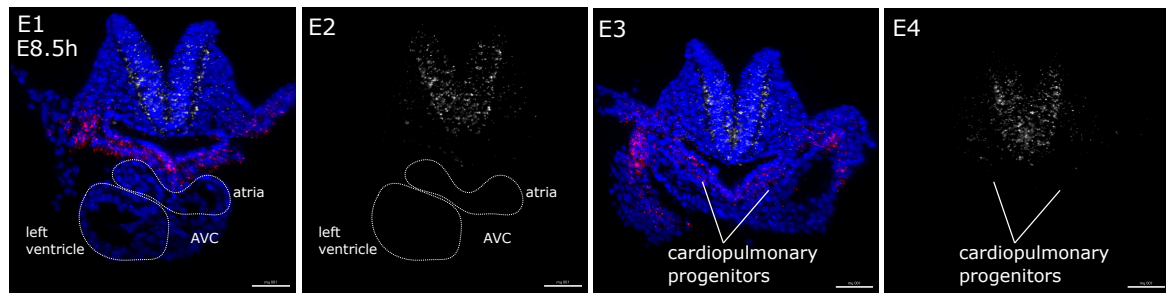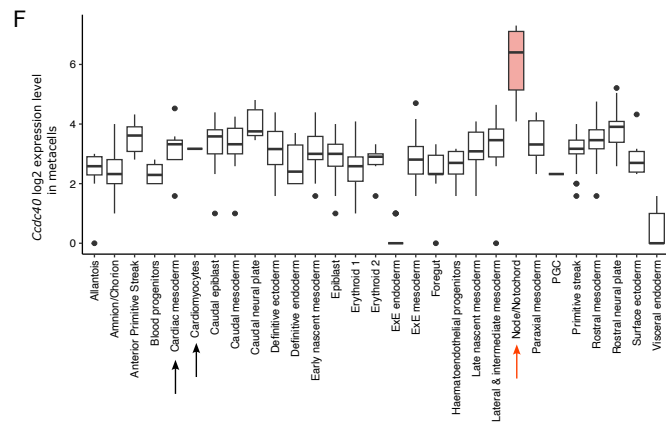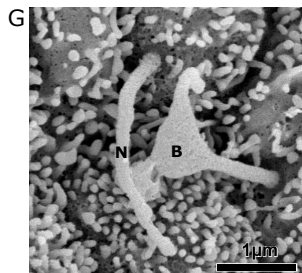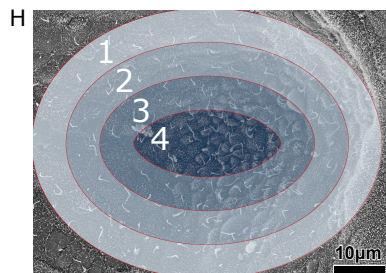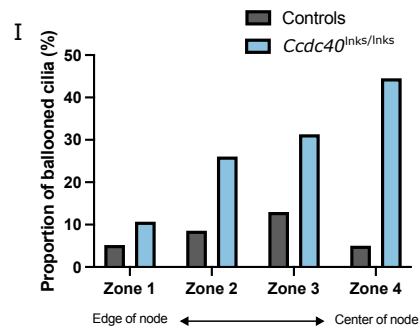

**Fig. S1. Expression profile of *Ccdc40* and mapping of abnormal cilia in *Ccdc40* mutant node, related to Fig. 1.** (A) Stages of asymmetric heart development (38). Myocardium is indicated in yellow, and the position of right and left ventricles (RV, LV) is shown by colored dots. The window of *Nodal* expression is indicated in blue, with expression in the node at E8.5b-c, and expression in the lateral plate mesoderm at E8.5c-d. At E9.5, heart looping is complete, and its shape can be quantified. The cells which have expressed *Nodal* can be traced at this stage with the *Nodal-ASE-lacZ* transgene. In perinatal fetuses (E17.5-P0), visceral organs (heart, lungs, liver, stomach, colon) can be scored for asymmetric features using whole-body Micro-CT. (B-E) Whole-mount in situ hybridisation of *Ccdc40* (white) in wild-type embryos (n=8), relative to *Isl1* (red), used as a marker of cardiac progenitors, at E8.5b (B-C), E8.5e (D) and E8.5h (E). A right lateral view (B) and transverse sections (C-E) are shown. Filled and empty white arrowheads point to high and absent *Ccdc40* expression, respectively. The region of cardiac progenitors in the splanchnic mesoderm (C) and the notochord (NC in panel D) are outlined. (E) During heart looping, *Ccdc40* is neither expressed in the heart (left ventricle, atrioventricular canal (AVC), atria) nor in cardiopulmonary progenitors. (F) Expression of *Ccdc40* in published metacells from E6.5 - E8.25 whole embryos (94). The red arrow points to high *Ccdc40* expression in Node/Notochord metacells, and black arrows to basal expression in cardiac metacells. The number of metacells is shown in Table S6. (G) High magnification of cilia morphology, detected by scanning electron microscopy in a *Ccdc40* mutant node at E8.5c. B, ballooned cilium; N, normal cilium. (H) The node was subdivided in four concentric zones. (I) Corresponding quantification of the regionalisation of ballooned cilia. Means are shown over n=2 controls and n=2 mutants. See also Table S7.

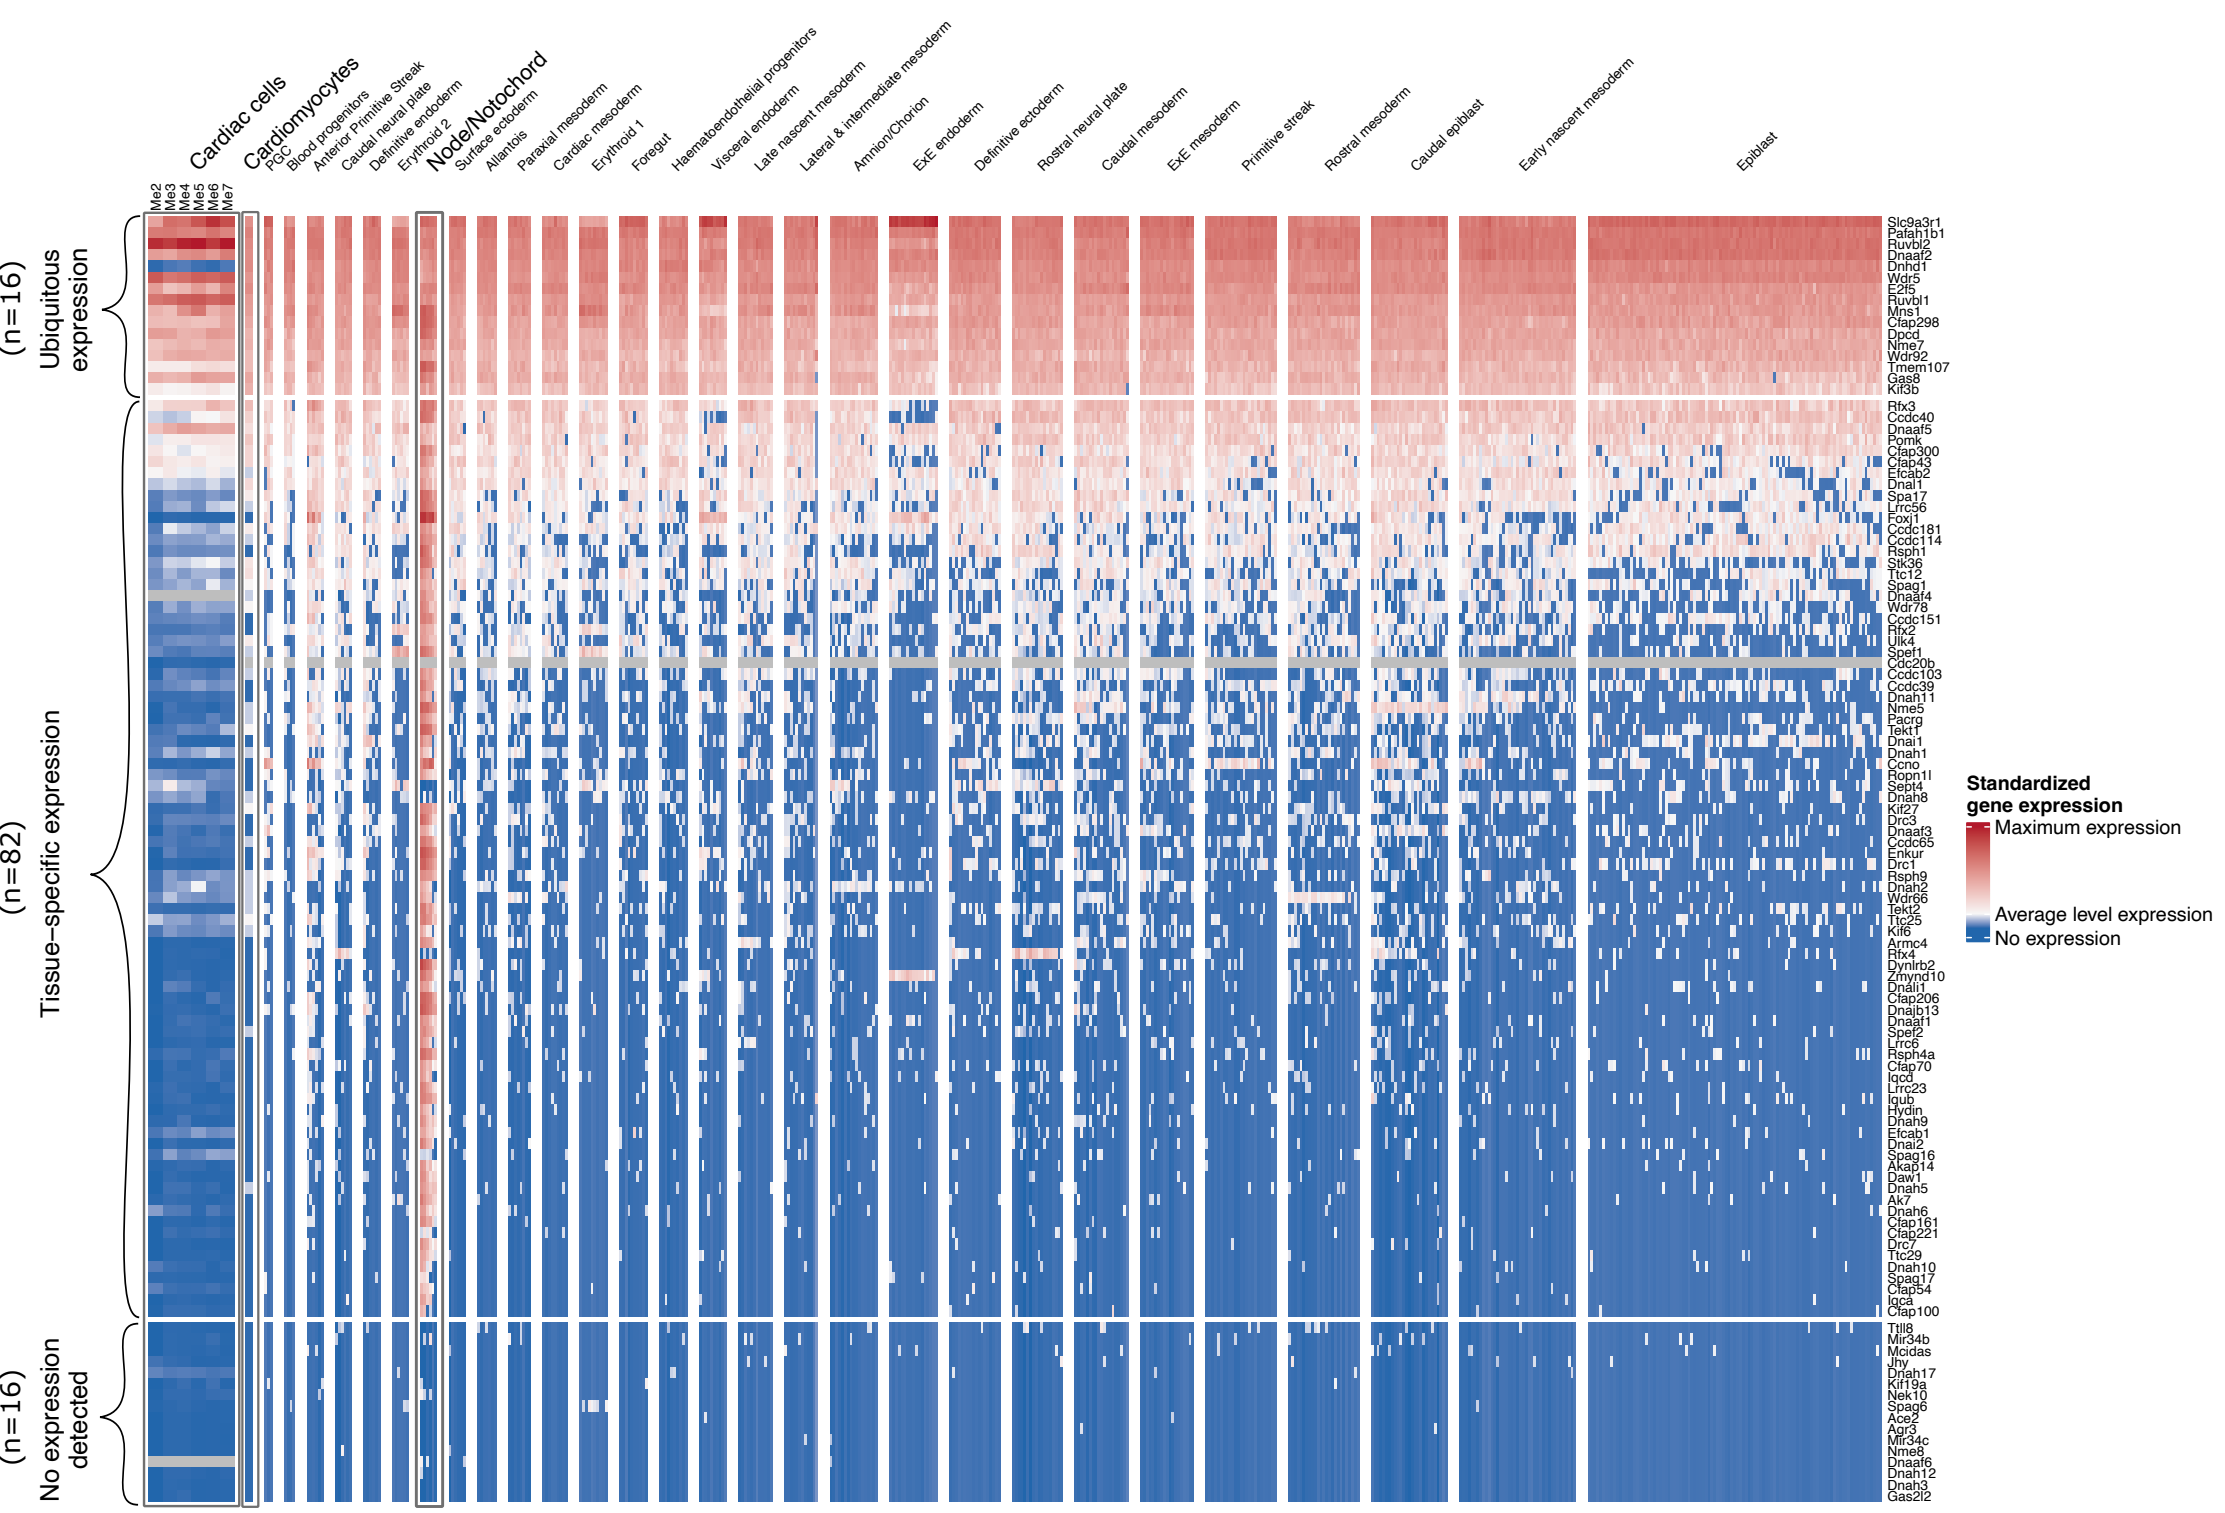

**Fig. S2. (separate file) Expression of genes associated with motile cilia in wild-type embryos between E6.5 and E8.5, related to Fig. 1.** Heatmap of the expression levels of 114 genes associated with motile cilia. The first 6 columns correspond to mean expression in published single cardiac cells (39) (n= 59 Me2 endothelial cells, 713 Me3 cardiomyocytes, 221 Me4 differentiating progenitors, 355 Me5 juxta-cardiac heart field, 65 Me6 differentiating progenitors, 514 Me7 second heart field). The remaining columns correspond to published individual metacells (94); the number of metacells is shown in Table S6. Three clusters of expression profile were identified: ubiquitous tissue expression (e.g. *Kif3b*, *Tmem107* which are also expressed in primary cilia), specific expression in Node/Notochord metacells (e.g. *Ccdc40*) and no detected expression at these stages (e.g. *Spag6* required for central pairs of microtubules and *Mcidas*, *Agr3* specific to multi-ciliated cells). See also Table S7.

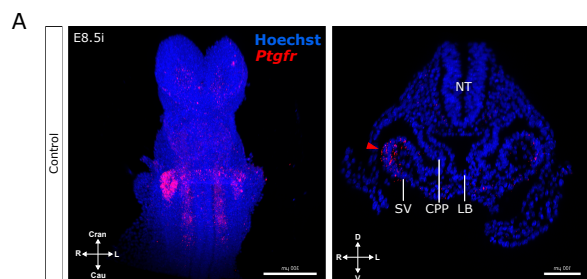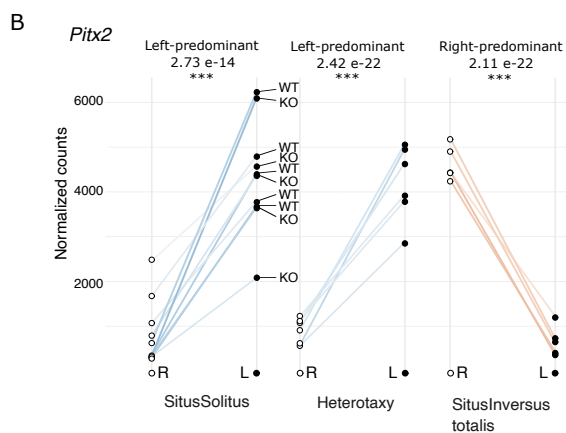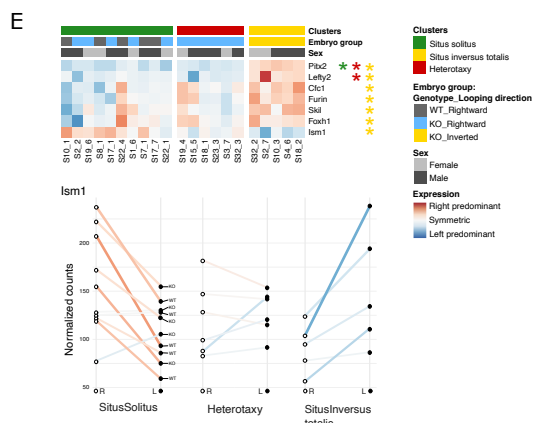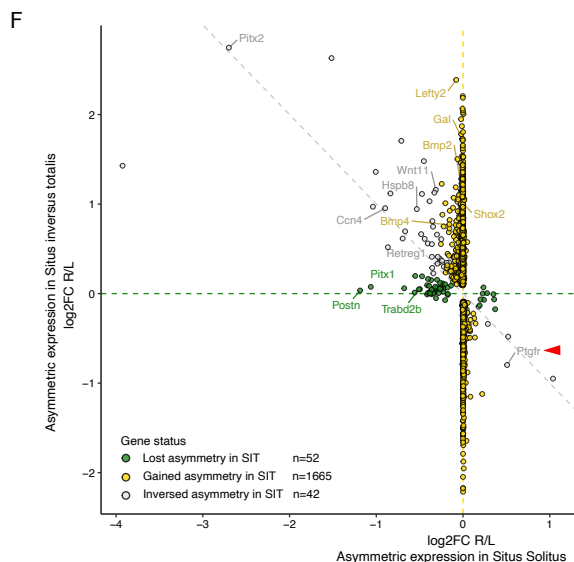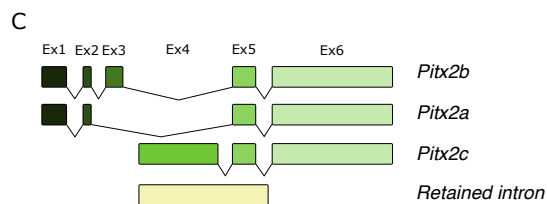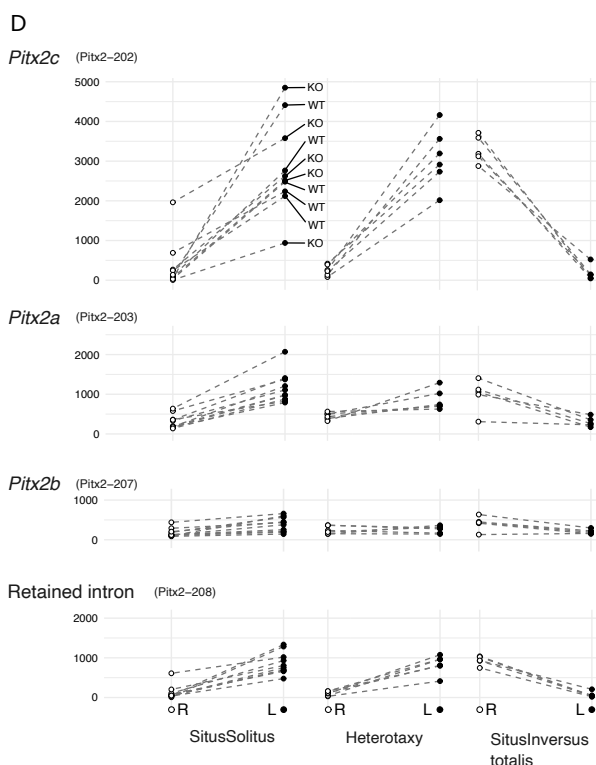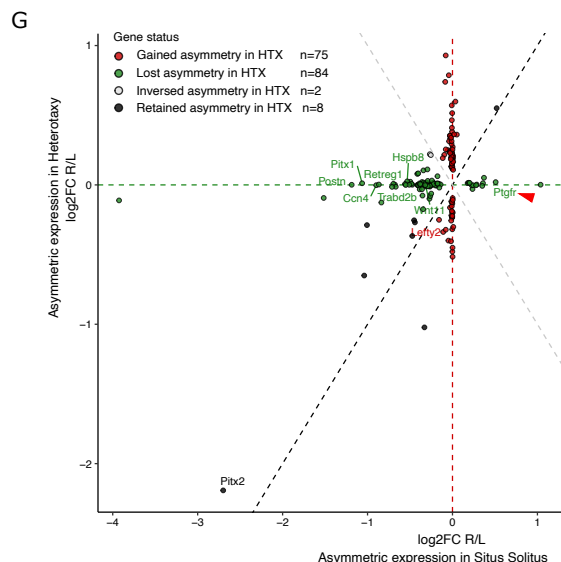

**Fig. S3. Additional transcriptomic analyses in *Ccdc40* mutants at E8.5i, related to Fig. 7.**

(A) Fluorescent whole-mount in situ hybridisation of *Ptgfr* (red) in a wild-type embryo (n=4), validating the right-sided asymmetry identified by transcriptomics. The red arrowhead points to expression in the sinus venosus (SV). (B-D) Plot of *Pitx2* expression levels by transcriptomics in the indicated embryo clusters. Aggregated counts are shown (B), as well as counts specific to each *Pitx2* isoform (D), as schematised in (C). The adjusted p-values of right over left levels are shown in (B). Isoform names in brackets are from Ensembl. (E) Heatmap of asymmetric expression of NODAL pathway genes. Asterisks indicate significance per cluster (adjusted p-val). The genotype, sex, heart looping direction and transcriptomic cluster of embryos is colour-coded as indicated. The plot of *Isml* expression levels is shown below. (F-G) Plots of comparative asymmetric gene expression in the three embryo clusters. Significant changes in gene asymmetry in situs inversus totalis (F) and heterotaxy (G) compared to situs solitus cluster is colour-coded as indicated. The significant asymmetry of *Ptgfr* is indicated by a red arrowhead. CPP, cardiopulmonary progenitors; Cran, cranial; Cau, caudal; D, dorsal; HTX, heterotaxy; KO, knock-out (*Ccdc40*<sup>lnks/lnks</sup>); L, left; LB, lung bud; NT, neural tube; R, right; SIT, situs inversus totalis; V, ventral ; WT, wild-type.

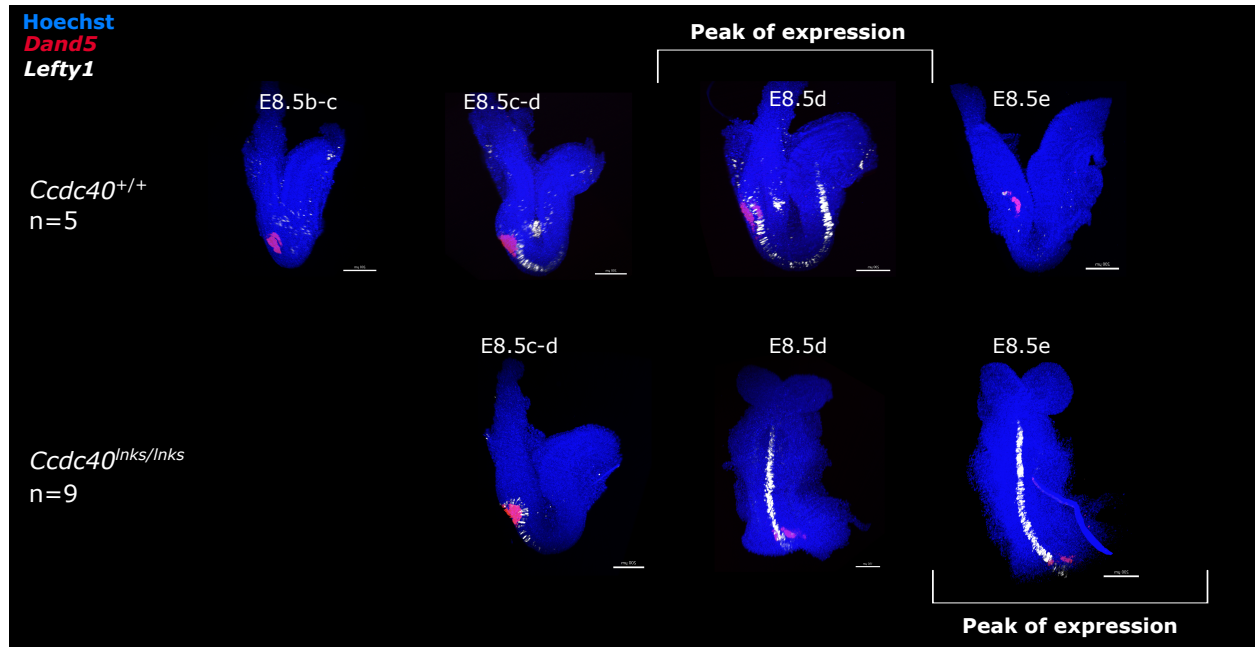

**Fig. S4. *Lefty1* expression is delayed in *Ccdc40* mutant embryos, related to Figs. 6-7.**

Fluorescent whole-mount in situ hybridisation in *Ccdc40* mutants and wild-type littermates, at the stages indicated. *Dand5* (red) is expressed in the node. *Lefty1* expression (white) in the midline turns on at E8.5c and peaks at E8.5d in wild-types, while it is detected slightly later and peaks at E8.5e in mutants, indicating an overall delay. *Lefty1* is also expressed in the lateral plate mesoderm, at a much lower level which cannot be shown without saturation of the midline signal. It is reported in transverse sections in Fig. 6.

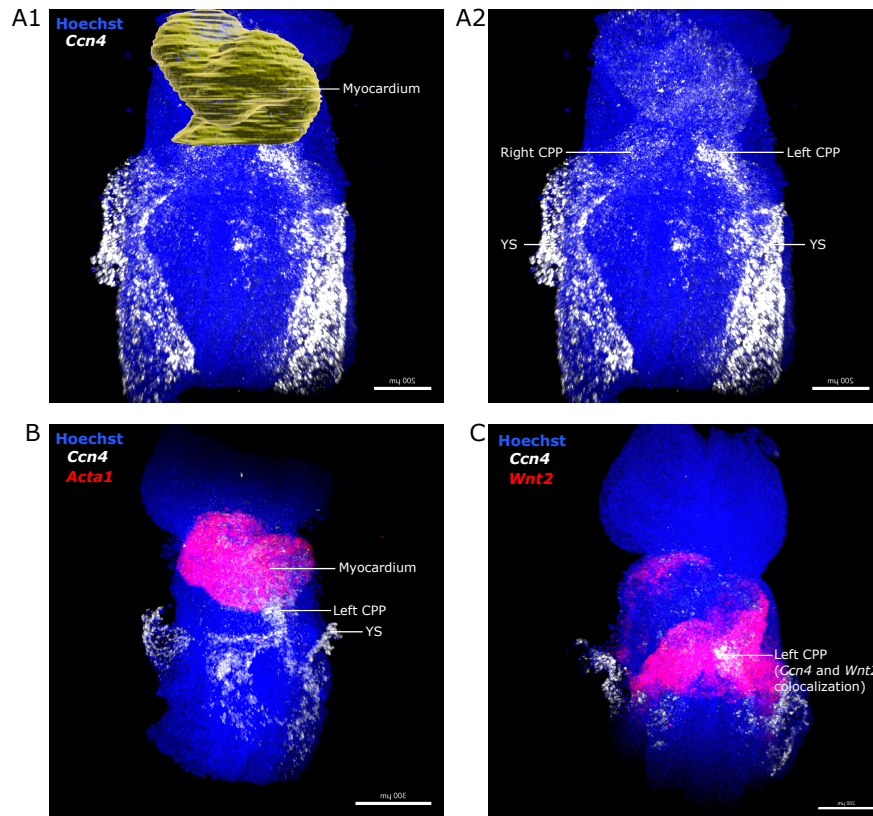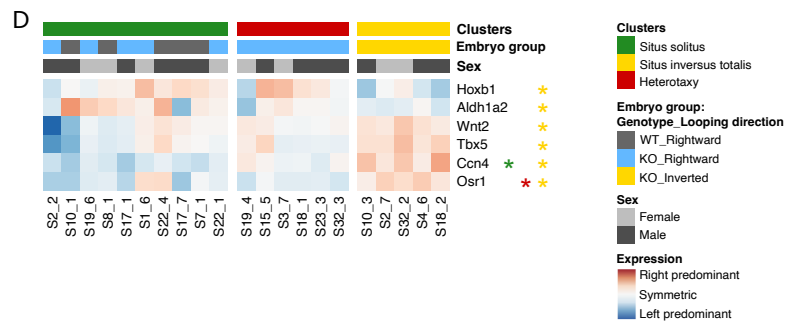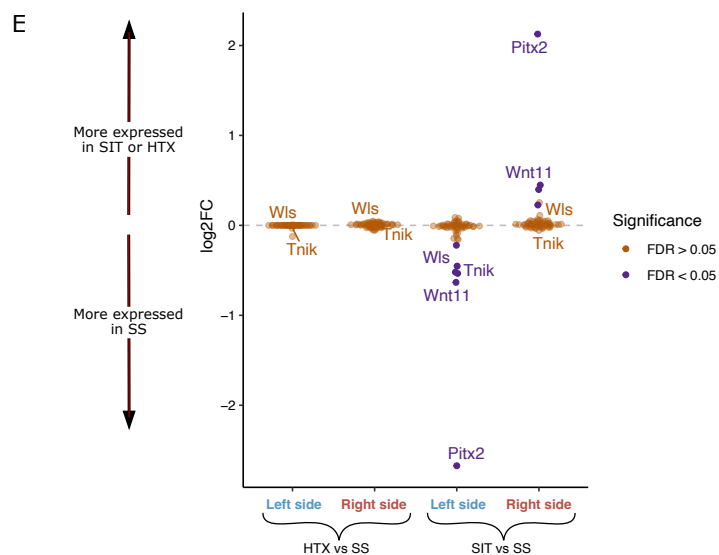

**Fig. S5. Expression profile of *Ccn4* and transcriptomic profile of markers of cardiopulmonary progenitors, related to Fig. 8.** (A-C) Whole-mount in situ hybridisation of *Ccn4* (white) in wild-type embryos at E8.5i, seen in a ventral view. The heart tube is segmented in A1 (yellow). Co-staining (red) with a marker of cardiomyocytes (*Acta1*, B) or a marker of cardiopulmonary progenitors (*Wnt2*, C) is shown. (D) Heatmap of expression asymmetry of genes marking cardiopulmonary progenitors, detected by transcriptomics. The genotype, sex, heart looping direction and transcriptomic cluster of embryos is colour-coded as indicated. Asterisks indicate significance per cluster (adjusted p-val). (E) Plot of changes in expression levels of WNT pathway genes (n=56) comparing one morphological side between two embryo clusters, as indicated below. CPP, cardiopulmonary progenitors; FDR, false discovery rate; HTX, heterotaxy; SIT, situs inversus totalis; SS, situs solitus; YS, yolk sac.

A

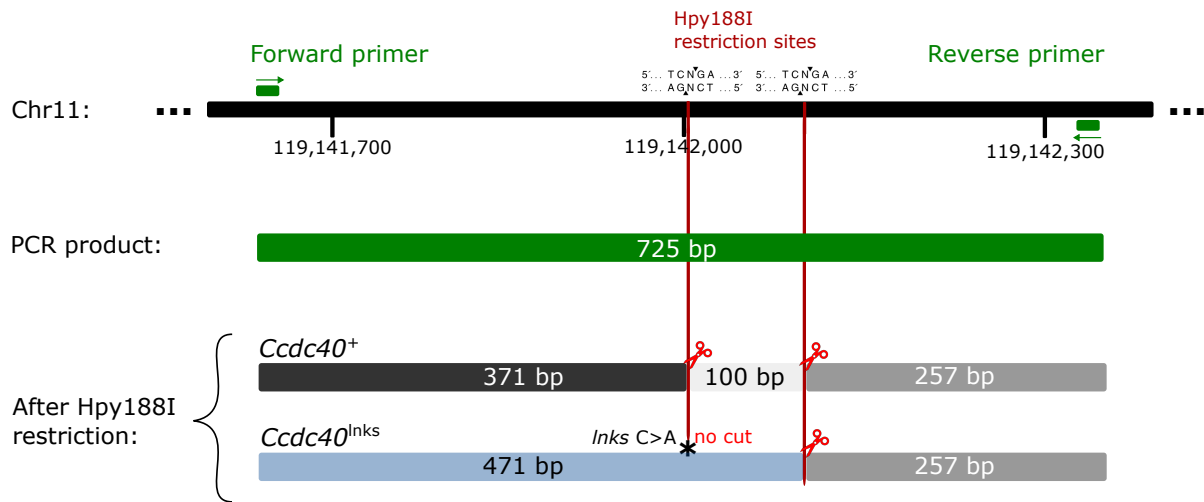

B

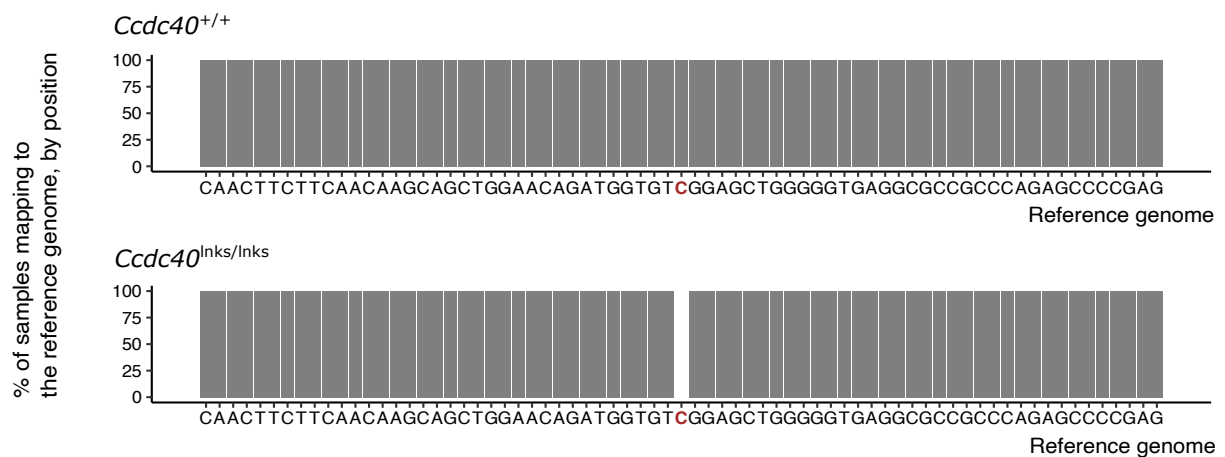

**Fig. S6. Genotyping of *Ccdc40* mutants, related to Methods.** (A) Schematic representation of the *Ccdc40* locus, showing the localisation of the ENU-induced nonsense point mutation in the *Ccdc40*<sup>lnks</sup> allele. Primers and restriction sites used for genotyping are mapped according to the GRCm39 nomenclature, and the PCR products before and after restriction are shown. (B) Validation of the genotypes of samples used for transcriptomics, showing sample sequence mapping to the reference genome.

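*Ccdc40* lies on chromosome 11 of GRCm39 from 119119364 to 119156082. The counts per gene hold no alleles, but the level of *Ccdc40* separated the genotypes. With left and right averaged in each embryo, wild types had 20.7 ± 1.09 CPM (SD, n = 5, from 19.8 to 22.5) and mutants 12.2 ± 0.899 CPM (SD, n = 16, from 10.9 to 13.6). Every wild type had a higher level than every mutant (exact permutation test, two-sided p = 4.91e-05, the smallest that 5 against 16 embryos allow).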

**Table S1. (separate file) Individual phenotypes of *Ccdc40* mutants at birth, related to Fig. 2.**

Phenotypes were evaluated by micro-CT and HREM. The 3-letter segmental nomenclature (89) of congenital heart defects is provided in columns O-Q. The phenotypes are colour-coded as normal situs solitus (green), situs inversus (yellow) or abnormal (orange). Grey indicates mild anomalies not diagnostic of laterality defects. A, situs ambiguous (column P) or A-malposition (column R); D, D-Loop (column Q) or D-malposition (column R); DORV, double-outlet right ventricle; I, situs inversus; L, L-Loop (column Q) or L-malposition (column R); S, situs solitus; TAPVR, total anomalous pulmonary venous return; TGA, transposition of the great arteries; VSD, ventricular septal defect.

**Table S2. Spectrum of Tg *Nodal-ASE-lacZ* patterns in *Ccdc40* mutant hearts at E9.5**, related to Fig. 5. In one sample with inverted heart looping (\*), the Tg *Nodal-ASE-lacZ* pattern was too faint to be analysed. AVC, atrioventricular canal; CPP, cardiopulmonary progenitors; DPW, dorsal pericardial wall; L, left; LV, left ventricle; OFT, outflow tract; R, right; RV, right ventricle.

| Genotype                                                      | Looping direction      | Xgal-positive pattern (E9.5) |                                                              |                            |                                                    |                           |                                                                       |                                                          |
|---------------------------------------------------------------|------------------------|------------------------------|--------------------------------------------------------------|----------------------------|----------------------------------------------------|---------------------------|-----------------------------------------------------------------------|----------------------------------------------------------|
|                                                               |                        | Signal in OFT                | Signal in AVC                                                | Signal in atrium facing LV | Signal in atrium facing RV                         | Signal in DPW             | CPP signal                                                            | Posterior LPM signal                                     |
| <i>Ccdc40</i> <sup>+/+</sup> ; Tg <i>Nodal-ASE-lacZ</i>       | Rightward 12/12 (100%) | Inferior-left                | Superior-right                                               | Dorsal                     | None                                               | Left                      | Left                                                                  | Left                                                     |
| <i>Ccdc40</i> <sup>lnks/lnks</sup> ; Tg <i>Nodal-ASE-lacZ</i> | Rightward 17/23 (74%)  | Inferior-left                | Superior-right (13/17), Inferior-right (3/17), Absent (1/17) | Dorsal                     | None (14/17) Dorsal+ventral (2/17), Ventral (1/17) | Left (15/17), None (2/17) | Left (13/17), Bilateral R>L (2/17), Bilateral R=L (1/17), None (1/17) | Left (11/17), Bilateral R=L (4/17), Bilateral R>L (2/17) |
|                                                               | Inverted 6*/23 (26%)   | Inferior-right (5/5)         | Inferior-left (1/5), Superior-left (4/5)                     | Dorsal (5/5)               | Dorsal+ventral (1/5), Ventral (2/5), None (2/5)    | None (1/5), Right (4/5)   | Bilateral R=L (2/5), Right (3/5)                                      | Bilateral R=L (4/5), Bilateral R>L (1/5)                 |

**Table S3. (separate file) Individual phenotypes of *Ccdc40* mutants and controls at E9.5, related to Fig. 5.** Input parameters for unsupervised clustering of embryos are shown.

Geometrical parameters were extracted from 3D segmentations of the heart tube. Descriptors of the Tg *Nodal-ASE-lacZ* patterns are provided, when available (blue columns). The phenotypic group, as an output of unsupervised clustering, is labelled in the last column. AVC, atrioventricular canal; bif, bifurcation of the tube from the atrioventricular canal to the atria; CPP, cardiopulmonary progenitors; doft, distal outflow tract; DPW, dorsal pericardial wall; IVS, interventricular septum; L, left; LA, left atrium; LPM, lateral plate mesoderm; LV, left ventricle; OFT, outflow tract; R, right; RA, right atrium; RV, right ventricle.

**Table S4. Asymmetric pattern of *Dand5* and *Lefty1* in *Ccdc40*<sup>lnks/lnks</sup> mutant embryos, related to Fig. 6.** The asymmetry of *Dand5* is quantified and coloured when significantly asymmetric. The colour-code reflects patterns associated with situs solitus (green), heterotaxy (red) and situs inversus totalis (yellow). L, left; LPM, lateral plate mesoderm; R, right.

| Embryo ID | Stage   | <i>Dand5</i> crown (Log2 L/R) | <i>Lefty1</i> floorplate | <i>Lefty1</i> LPM |
|-----------|---------|-------------------------------|--------------------------|-------------------|
| C805      | E8.5c-d | 0.43                          | Center                   | none              |
| C535      | E8.5d   | 0.62                          | Left                     | none              |
| C679      | E8.5d   | 0.11                          | Right                    | Bilateral         |
| C744      | E8.5d-e | 0.47                          | Center                   | Left              |
| C466      | E8.5e   | 0.05                          | Left                     | Left              |
| C459      | E8.5e   | 0.91                          | Right                    | Right             |

**Table S5. List of differentially expressed genes belonging to Wnt GO terms, in transcriptomic clusters at E8.5i, related to Fig. 7.**

**Table S6. List of primers used for genotyping, related to Methods.**

| Primer name                          | Primer sequence (5'-3')      | Source                |
|--------------------------------------|------------------------------|-----------------------|
| <i>Ccdc40</i> forward primer         | GATGCAGGGCCAGTTAGCTT         | This paper            |
| <i>Ccdc40</i> reverse primer         | CAGCGTCTCCTGCTGAACCT         | This paper            |
| <i>Nodal-ASE-LacZ</i> forward primer | GGCGACTTCAGTTCAACATC         | This paper            |
| <i>Nodal-ASE-LacZ</i> reverse primer | GGCTCAACATGTACGCCAGA         | This paper            |
| Sex genotyping forward primer        | GATGATTTGAGTGGAATGTGAGGTA    | McFarlane et al, 2013 |
| Sex genotyping reverse primer        | CTTATGTTTATACGGCATGCACCATGTA | McFarlane et al, 2013 |

**Table S7. (separate file) Numerical data** used to generate figure graphs along with statistical tests, related to Fig. 1-3, 6, 8 and S1.

**Movie S1. Examples of live-imaging of the node flow, related to Fig. 1.** The first sequence is a wild-type node at E8.5b and the second sequence a *Ccdc40* mutant node at E8.5b, in which fluorescent beads have been added. The associated flow map by Particle Image Velocimetry is shown.

**Movie S2. Example of laterality phenotyping at E17.5, related to Fig. 2.** The first sequence is a micro-CT scan of visceral organs in situ in a wild-type fetus. 3D rendering of the scan showing the external contour of the thoracic and abdominal cavities is provided, followed by serial frontal sections. The second sequence is a 3D image of the cardiac anatomy by HREM. 3D rendering showing the external heart contour is provided, followed by serial frontal sections. Some bright artefactual aggregates of the contrast agent are seen. Examples of normal laterality, i.e. situs solitus, abnormal laterality, with situs inversus totalis, and abnormal laterality, with heterotaxy and left isomerism, in *Ccdc40* mutants follow, with the same imaging modalities. Individual phenotypes are described in Table S1.

**Movie S3. Example of 3D imaging by HREM and heart segmentation at E9.5, related to Fig. 3.** The first sequence is a 3D rendering showing the external contour of a wild-type embryo, followed by serial transverse sections. Whole mount in situ hybridisation of *Wnt11*, a marker of the outflow tract, and *Bmp2*, a marker of the atrioventricular canal and left atrium, appears in blue, whereas histology is in grey. In the third sequence, segmented cardiac regions are shown: outflow tract (green), right ventricle (red), left ventricle (blue), atrio-ventricular canal (yellow), left atrium (orange), right atrium (pink). The notochord (turquoise) is used as a reference cranio-caudal axis. In the final sequence, the isolated heart is shown, with landmarks used for quantification (white): the tube circumference at the exit of the outflow tract and in the atrio-ventricular canal at the bifurcation to left/right atria, as well as cranio-caudal and dorso-ventral axes.

**Movie S4. Example of 3D imaging by HREM of a *Ccdc40*<sup>+/+</sup>; *Tg Nodal-ASE-lacZ* embryo at E9.5, related to Fig. 5.** The first sequence is a 3D rendering showing the external contour of the embryo, as well as  $\beta$ -galactosidase staining in red, followed by serial transverse sections. In the next sequence, the segmented  $\beta$ -galactosidase staining is shown whole mount. Finally, the staining is shown within the segmented heart. In the final sequence, cardiac regions are colour-coded (outflow tract in green, right ventricle in red, left ventricle in blue, atrioventricular canal in yellow, left atrium in orange, right atrium in pink). The *Nodal-ASE-lacZ* transgene is used to trace contribution to the embryo of cells that have transiently expressed left-sided *Nodal* at E8.5c–d. *Nodal*-expressing cells thus contribute to left lateral plate mesoderm, the anterior forelimbs, second heart field progenitors in the dorsal pericardial wall, cardiopulmonary progenitors, myocardium in the inner curvature, including the left outflow tract, the superior atrioventricular canal and the dorsal left atrium.

How the deposited data were processed for this re-analysis (not part of the article)

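RNA sequencing covered paired left and right heart fields of 21 mouse embryos, 42 libraries in all, from 5 wild types, 11 homozygous *Ccdc40* mutants with rightward looping and 5 with inverted looping. The authors trimmed adapters, aligned the reads to GRCm39 with STAR and counted them on Ensembl genes with featureCounts, and they deposited these raw counts per gene without normalization, scaling or a filter. The values were checked to be whole numbers for 56953 genes in each library. Names and positions came from GENCODE annotation of GRCm39, which held 56310 of the identifiers, and the other genes were kept under their identifiers. The paper's text does not name the strand setting or the handling of reads on several genes, so that the counts of overlapping genes and of near-identical copies are uncertain.

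Every column of the file was mapped to an embryo, a side, a genotype, a sex, a direction of looping and a laterality cluster. The cluster was read from Fig. 7B and the rest came from the sample labels. Library totals ranged from 36073684 to 62970327 counts with a median of 43458644. *Lefty2* had a count of 0 on the right of the embryo 2_2. A count of 0 allows up to 3 counts at this depth, and limits of this kind cover counting error only.

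Labels were checked in several ways. Transcripts of the X and Y chromosomes separated the sexes, and the level of *Ccdc40* separated wild types from mutants. Pairs were checked by the correlation of residuals over the 2000 most variable genes after the means of each side and cluster were removed, which had a median of 0.45 between both libraries of an embryo. No library was a copy of another, as the lowest chi-square per gene over 861 pairs of libraries was 8.75.

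Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes were kept by filterByExpr with the paper's limits, which are min.count 5, min.total.count 10, large.n 50 and min.prop 0.2. The pairing of left and right comes from the embryo named in the labels, so tests of right against left carried the embryo as a block. Differences of asymmetry between groups were interactions of side and group in a fit of all 42 libraries, with the embryo as a block. Levels on each side were compared between clusters with sex as a covariate. CPM were scaled by the effective library size, and log2 ratios per embryo were taken with a prior count of 2. Single genes were also tested by exact sign-flip tests over embryos and by exact permutation of the groups, both two-sided. Gene lists were tested as sets by camera and by fry of limma. Asymmetry was classed as gained, lost or reversed by the paper's limits on log2 fold change, 0.5 and 1 for gained asymmetry in heterotaxy and situs inversus totalis and 0.1 for symmetric genes, and by at least 200 reads on either side. Where log2 fold changes were shrunken, a mixture of normal distributions written for this purpose took the place of the ashr package that the paper names, so that these counts are not those of the paper's procedure.

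The tests were run on simulated data first, drawn from the means, dispersions and sizes of the real libraries with 200 genes changed by a log2 fold change of 1. The tests of edgeR called 196, 198 and 188 of these in designs of situs solitus, heterotaxy and situs inversus totalis, with 14, 15 and 11 unchanged genes. DESeq2 called 199, 197 and 193, with 75, 82 and 84 unchanged genes. For the difference of asymmetry between heterotaxy and situs solitus, edgeR called 184 with 9 unchanged genes, and for the level 194 with 14. The changed genes had a mean of at least 200 counts, and genes were drawn independently of each other. These numbers therefore do not hold for genes of lower counts or for genes that vary together within embryos.

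Alternatives were DESeq2 in place of edgeR, no embryo block, no filter on low counts, at least 10 counts in every library, library size alone, males alone, a fit of all libraries, other reference groups, shrunken log2 fold changes, no minimum of reads and each embryo left out in turn. Others were chosen after seeing the data. These were a robust prior, newer dispersions of edgeR, adjusted p alone in the classes of asymmetry and DESeq2 in these classes. An estimated correlation in camera and a clustering on wild-type genes called by DESeq2 were chosen in the same way. Splits of the embryos into other groups, and swaps of left and right within embryos, gave the counts that chance produces.

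The genes named in the text are those that the paper names for its transcriptomics, and for each test up to 5 genes with the largest log2 fold change among those past the threshold that changed the same way in every embryo and had at least 200 reads. Marker lists were written before the counts were opened for 14 tissues and cell states, namely heart tube muscle, second heart field, sinus venosus and proepicardium, foregut endoderm, visceral endoderm, blood, endothelium, neural tube, neural crest, paraxial mesoderm, extraembryonic mesoderm and amnion, dividing cells, glycolysis and hypoxia, and immediate early genes. GC content and length were taken from the longest transcript of each gene in the reference.

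The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The enrichment of Gene Ontology terms, the filter on myocardial lineages and the raw reads are not analysed here. The results of a gene that the paper names are not reported here.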

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

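No test in this part was chosen only after its result was seen. An embryo was reported here when its distance to the nearest other embryo of its group was large against the range of the group. This was asked of 105 groups of embryos and measures and met in 9, where chance gives 5.2, or 1 in 20.

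In situs solitus, the wild type 10_1 had the widest spread of log2 ratios over genes, with a SD of 0.50 against 0.21 to 0.35 in the other embryos. Its log2 ratio of *Shox2* was -2.53, against -0.62 to 0.90 in the others. The wild type 8_1 had a log2 ratio of 1.25 for *Misp3*, against -1.91 to -0.51. In the mutant 2_2, the log2 ratio of *Lefty2* was -6.81, against -2.72 to -0.003, and its count on the right was 0, so that this ratio depends on the prior count. The list of extraembryonic mesoderm and amnion was also lowest in 2_2, at -2.41 against -1.28 to -0.07. In heterotaxy, the embryo 15_5 had a log2 ratio of -5.17 for *Lefty2*, against -2.25 to -1.11. In situs inversus totalis, the log2 ratio of *Ptgfr* was -1.35 in 18_2, against -0.78 to -0.65, that of *Fzd10* was -0.25 in 10_3, against -1.12 to -0.88, and that of *Shox2* was 0.20 in 2_7, against 1.17 to 1.47. No biological explanation was tested, and the embryos' batches are not named in the labels.

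The asymmetry of the 18 genes listed next, among others, differed between situs inversus totalis and situs solitus, by edgeR's quasi-likelihood test of the difference with Benjamini-Hochberg adjustment. In 15 of these the difference of log2 fold changes was above 0, with 5.69 for *Lefty2*, 2.68 for *Trdn*, 2.53 for *Dcaf12l1*, 2.50 for *Gal*, 2.41 for *Nptx2*, 2.05 for *Wnt11*, 2.02 for *Pitx1*, 1.93 for *Ccn4*, 1.71 for *Retreg1*, 1.59 for *Hspb8*, 1.58 for *Bmper*, 1.45 for *Bmp2*, 1.12 for *Lpl*, 1.00 for *Osr1* and 0.80 for *Trabd2b*. Below 0 were *Myf5* with -3.99, *Ptgfr* with -1.51 and *Ism1* with -1.22. Of the 24 splits of the embryos drawn, 1, the real one, gave as many genes as the 510 of this comparison, and the others gave at most 3, so that an arbitrary grouping is not a sufficient cause. Tissue composition stays open. When the first 2 components of the 14 tissue scores entered the fit, 10 genes passed, among them *Ccn4*, *Dcaf12l1*, *Lpl* and *Hspb8*. Scores made from random lists of the same sizes left between 1 and 72 genes with a median of 22.5, so that a loss to composition and a loss to added covariates cannot be told apart. The direction of looping, which separates these groups in the design, stays open as the biological explanation.

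Signals were also present in genes that the paper does not discuss. *Scube2* had a log2 fold change of -2.64 in situs inversus totalis (adjusted p = 0.0224), *Hes5* of -2.61 (adjusted p = 0.0342) and *Myf5* of -2.44 (adjusted p = 0.0349), each left sided in 5 of 5 embryos. *Lpl* was left sided in 11 of 11 mutants with rightward looping, with a log2 fold change of -0.42 (adjusted p = 0.0348), and the difference between situs inversus totalis and situs solitus was 2.68 for *Trdn* (adjusted p = 0.0311). Between mutants with inverted and rightward looping, groups drawn without expression, the difference was 2.399 for *Nptx2* (adjusted p = 0.00115) and 1.62 for *Bmper* (adjusted p = 0.000588). The counts of asymmetric genes behind these calls were not given by other splits, since 1 of 60 swaps of left and right gave as many genes in the 11 mutants with rightward looping and 1 of 24 splits gave as many for the difference by looping, the real one each time. For *Myf5*, a candidate explanation is tissue composition, as it is part of the list of paraxial mesoderm, whose mean log2 ratio was -1.08 in situs inversus totalis and 0.81 in situs solitus, under 0 in 5 of 5 embryos and over 0 in 8 of 10 (adjusted exact permutation p = 0.00932, the lowest over the 14 lists). *Myf5* and *Pax3* had the largest changes in that list, and *Tcf15*, another of its 6 genes, is among the genes that formed the clusters. *Meox1*, the most abundant gene of the list with 100.9 CPM, had log2 fold changes of -0.70 in situs inversus totalis and 0.67 in situs solitus. *Hes5* and *Scube2* were in none of the 14 lists, but tissue composition stays open for both. In situs solitus their log2 ratios ran from -5.88 to 4.53 and from -3.41 to 4.43, lowest in 1_6 and highest in 19_6, as the list of neural tube did with -1.92 and 2.28 in these embryos. Their differences from situs solitus did not pass over all genes (adjusted p = 0.277 and 0.159), with exact permutation p-values of 0.107 and 0.0273.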

How the results depend on the processing

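The tests with a robust prior, with newer dispersions of edgeR, with adjusted p alone in the classes of asymmetry, with DESeq2 in these classes and with an estimated correlation in camera were chosen only after results were seen. The clustering on wild-type genes called by DESeq2 was also chosen then. All other alternatives in this part were set before the data were examined. Beside the 19 genes followed in each cluster, 273 results of counts and list tests under these alternatives were compared with the reported ones, and 186 stayed within 1.5 times the reported count or on the same side of the threshold, 34 fell and 53 rose. For the embryo clusters, 14 to 21 embryos were placed as in Fig. 7B. The 14 came from average linkage, where groups of 1, 4 and 16 embryos formed and the 6 embryos of heterotaxy were not parted from situs solitus. Taking the genes for clustering from the wild types could not be done with edgeR, which called none. With DESeq2 it gave 30 genes and 16 embryos.

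With DESeq2, asymmetric genes rose from 0 to 19 in wild types, from 2 to 94 in situs solitus, from 1 to 88 in heterotaxy, from 468 to 1755 in situs inversus totalis and from 6 to 31 in mutants with rightward looping. Differences of asymmetry rose to 1490 for situs inversus totalis against situs solitus, to 12 for heterotaxy against situs solitus and to 426 for inverted against rightward looping. Levels changed for 1 gene on the left and 21 on the right in heterotaxy, and for 71 and 67 in situs inversus totalis. In the classes of asymmetry, DESeq2 gave 18 reversed genes in situs inversus totalis, 1 gained and 5 lost in heterotaxy, and 3 signature genes. In the WNT list it called 8 genes in situs solitus, 4 in heterotaxy and 50 in situs inversus totalis. The cause was not tested. In simulated data both tools called 188 to 199 of 200 changed genes, all with a mean of at least 200 counts. Unchanged genes were called as well, 11 to 15 by edgeR and 75 to 84 by DESeq2.

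Without the embryo block, which pairs left and right, asymmetric genes fell to 1 in situs solitus, 305 in situs inversus totalis and 1 in mutants with rightward looping. Differences of asymmetry fell to 32 for situs inversus totalis against situs solitus and to 17 for inverted against rightward looping. Reversed genes in situs inversus totalis fell to 1, lost genes in heterotaxy to 0, and the WNT list to 1 gene in situs solitus and 9 in situs inversus totalis. The cause was not tested, and a call lost without the block is not read as a weaker effect.

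Without a filter on low counts, asymmetric genes rose to 2 in wild types, 17 in situs solitus, 4 in heterotaxy and 942 in situs inversus totalis, and differences by looping to 131. Levels on the left changed for 1 gene in heterotaxy and 6 in situs inversus totalis, 2 genes were lost in heterotaxy, 6 were reversed in situs inversus totalis and 4 genes of the WNT list were asymmetric in situs solitus. With at least 10 counts in every library, 4 genes were asymmetric in situs solitus and 5 had another level on the left in situs inversus totalis. Library size alone gave 4 asymmetric genes in situs solitus. The cause was not tested.

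Males alone are fewer embryos, and asymmetric genes fell to 1 in situs solitus, 0 in heterotaxy, 53 in situs inversus totalis and 1 in mutants with rightward looping. Differences of asymmetry fell to 10 for situs inversus totalis against situs solitus and 7 for inverted against rightward looping, gained genes in situs inversus totalis to 3 and reversed genes to 0. The WNT list fell to 0 genes in situs solitus, 0 in heterotaxy and 1 in situs inversus totalis. Against the mutants of situs solitus alone, again fewer embryos, 54 differences of asymmetry of situs inversus totalis passed and 0 levels on its right. With the libraries of both compared clusters alone, 253 differences passed.

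In a fit of all libraries, asymmetric genes rose to 1 in wild types and 13 in situs solitus and fell to 154 in situs inversus totalis, gained genes fell to 1, reversed genes rose to 6 and the WNT list fell to 6 genes in situs inversus totalis. The cause was not tested. Without the 25 genes that formed the clusters, the WNT list had 0 asymmetric genes in situs solitus and 0 in heterotaxy, since the genes called there are among these 25. A robust prior gave 1 asymmetric gene in situs solitus, 0 in heterotaxy, 2 levels on the right and 1 reversed gene in situs inversus totalis, and 1 and 0 genes of the WNT list in situs solitus and heterotaxy. Newer dispersions gave 8 asymmetric genes in situs solitus, 2 differences of rightward mutants from wild types, 10 levels on the right in situs inversus totalis and 2 lost genes in heterotaxy. The cause was not tested for either.

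Gained asymmetry in situs inversus totalis rose from 21 to 96 genes with shrunken log2 fold changes, to 32 without a minimum of reads, to 102 with DESeq2 and shrunken log2 fold changes, to 465 with adjusted p alone and to 1713 with DESeq2 and adjusted p alone. With DESeq2 and shrunken log2 fold changes, 6 genes were lost and 15 reversed in situs inversus totalis, and 5 gained and 10 lost in heterotaxy. With DESeq2 and adjusted p alone, 53 were lost and 41 reversed in situs inversus totalis, and 78 were gained, 84 lost and 2 reversed in heterotaxy. Limits on size and reads that are dropped admit more genes, and beyond this the cause was not tested.

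Leaving out each embryo in turn, asymmetric genes ranged from 0 to 0 in wild types, from 0 to 6 in situs solitus, from 0 to 77 in heterotaxy, from 138 to 446 in situs inversus totalis and from 2 to 8 in mutants with rightward looping. In heterotaxy the count was 77 without 15_5. In situs inversus totalis it was 138 without 32_2, 181 without 18_2 and 222 without 4_6. Differences of asymmetry ranged from 102 (without 32_2) to 1131 (without 22_4) for situs inversus totalis against situs solitus, from 18 (without 18_2) to 158 (without 19_4) by looping, and from 0 to 0 for heterotaxy against situs solitus and for rightward mutants against wild types. For levels, where embryos of the mutant cluster alone were left out, counts ranged from 0 to 1 gene on either side in heterotaxy, from 2 to 5 on the left and from 0 to 5 on the right in situs inversus totalis. Gained genes in situs inversus totalis ranged from 6 (without 22_4) to 40 (without 10_1), lost from 0 to 0 and reversed from 0 to 5. In heterotaxy gained genes ranged from 0 to 0, lost from 0 to 2 and reversed from 0 to 0, and signature genes from 0 to 0. The WNT list ranged from 0 (without 7_1) to 3 genes in situs solitus, from 0 to 2 in heterotaxy and from 4 (without 32_2) to 18 in situs inversus totalis. Fewer embryos lower such counts by construction, and for those that rose the cause was not tested.

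Of 399 log2 fold changes of the followed genes with 1 embryo left out, 339 kept their direction and their side of the threshold, 37 lost significance, 5 gained it and 18 changed sign. The ranges of those that changed sign were -0.12 to 0.14 for *Sfrp2* and -0.30 to 0.06 for *Shox2* in situs solitus and -0.36 to 0.75 for *Misp3* in situs inversus totalis. In heterotaxy they were -0.141 to 0.077 for *Ccn4*, -0.17 to 0.24 for *Postn*, -0.034 to 0.12 for *Trabd2b*, -0.19 to 0.02 for *Ism1*, -0.107 to 0.091 for *Bmp2* and -0.59 to 0.14 for *Gal*. Under the other settings, 193 of 228 kept direction and side, 18 lost significance, 13 gained it and 4 changed sign, which were *Fzd10* in situs solitus (-0.016 in males), *Postn* in heterotaxy (-0.12 in males), *Trabd2b* in heterotaxy (-0.005 without the embryo block) and *Bmp2* in heterotaxy (-0.035 in males). The cause was not tested.

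Depth limited single genes. *Lefty2* had means of 12.2 to 438 counts per library, and its ratio in 2_2 rests on a right count of 0. The number of embryos limited exact tests, since 5 embryos cannot give a two-sided sign-flip p under 0.0625.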

Differences from the paper's values

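No test in this part was chosen only after its result was seen, except where a setting is said to be so. The paper's 25 genes asymmetric and congruent in wild types compare with 0 here. DESeq2 closed this gap, with 30 genes, and the other alternatives were not run on this selection. The clustering on these 30 genes was chosen only after results were seen.

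For the classes of asymmetry, none of the alternatives set before the data were examined closed a gap, and DESeq2 with adjusted p alone, a setting chosen after seeing the values, closed each of them. Reversed asymmetry in situs inversus totalis covered 42 genes in the paper and 2 here, and 41 under that setting. For asymmetry lost in heterotaxy the paper's value is 84 and the value here is 1, and 84 under that setting. Gained asymmetry in situs inversus totalis was about 1700 genes in the paper's fig. S3F, read by eye, and 21 here, with 1713 under that setting. Lost asymmetry in situs inversus totalis was about 52 in fig. S3F, read by eye, against 0 here and 53 under that setting. In heterotaxy, the paper's fig. S3G has about 75 gained and about 2 reversed genes, read by eye, against 0 and 0 here and 78 and 2 under that setting.

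The paper's signature has 8 genes. Here 0 genes passed the tests of the difference in both comparisons, and 1 changed its class of asymmetry in both. DESeq2 gave 3 and did not close the gap, nor did the other alternatives set before the data were examined. By classes within clusters under DESeq2 with log2 fold changes shrunken by a mixture of normal distributions in place of the paper's ashr, a setting chosen after seeing the values, all 8 signature genes were among 10 that changed class in both comparisons. With DESeq2 and adjusted p alone, also chosen after seeing the values, they were among 106.

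The paper's global analysis holds 1842 genes, and 468 changed in any of 7 tests here. DESeq2 closed this gap with 1922 genes. Which tests the paper joined is not certain, and its filter on myocardial lineages was not applied here, so that close totals do not mean the same list. In the WNT list, about 8 genes are marked as asymmetric in situs solitus in Fig. 7E, read by eye, and 2 were here. Of the alternatives set before the data were examined, DESeq2 closed this gap with 8 genes, and the others did not.

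Adjusted p-values are compared as minus log10 of the value. For *Ccn4* the paper's figure gives about 13 in situs solitus and about 8.7 in situs inversus totalis (Fig. 7F, read by eye), and the values here were 1.64 and 1.49. DESeq2 closed both gaps, with 13.2 and 8.63. No embryo block, library size alone and males alone did not, with values from 0 to 1.71. DESeq2 is the tool that the paper's methods name.

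The paper states that *Lefty2* is no longer expressed in wild types at this stage. Here it had 1.22 CPM on the left and 0.441 CPM on the right in wild types, and the left was higher in 5 of 5. The paper ranks *Ccn4* as the gene of the WNT pathway that represents the clusters best, by its side in each cluster. Its mean log2 ratios followed that pattern here, with -0.945 in situs solitus, -0.023 in heterotaxy and 1.004 in situs inversus totalis. By the share of variance between clusters, 79.8%, it had rank 2 in the list. This share does not require symmetry in heterotaxy, so that the rank does not test the paper's criterion. The legend of Fig. 7E describes the list as wholly left predominant in situs solitus. Among genes past the threshold this held here, with 2 left sided and 0 right sided by edgeR and 8 and 0 by DESeq2. Over all 56 genes, most of them not past the threshold, 36 had a log2 fold change under 0 and 20 over 0. The paper gives *Wnt16* as an asymmetry gained in situs inversus totalis, and its adjusted p from edgeR's quasi-likelihood test was 0.0985, while DESeq2 called it with an adjusted p of 0.00244. It names *Wnt11* among reversed genes, and in situs solitus its adjusted p was 0.616 with edgeR and 0.0451 with DESeq2. For *Osr1*, an asymmetry in heterotaxy had an adjusted p of 0.652 with edgeR and 7.49e-06 with DESeq2. It gives *Bmp2*, *Gal* and *Shox2* as genes that gained asymmetry, and their log2 fold changes in situs solitus of -0.29, -0.65 and -0.18 lay beyond the limit of 0.1 for symmetric genes. With DESeq2 and shrunken log2 fold changes, and with DESeq2 and adjusted p alone, both chosen after seeing the values, all 3 were in the class of gained asymmetry.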

Other observations

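The tests of embryo 15_5 for exchanged sides, of a single embryo as the whole cause, and both tests that follow the genes of situs inversus totalis in other clusters, were chosen only after the result was seen. In situs inversus totalis, 468 genes were asymmetric, against 2 in situs solitus with more embryos. Delayed development, which the paper proposes for gained asymmetries, was not tested and stays open. A difference in library size between sides is argued against, since the log2 ratio of totals averaged 0.016 with 3 embryos larger on the right and 2 on the left. GC content as the whole cause is argued against as well. Over genes, the log2 ratio followed GC content with Spearman's rho of -0.089, -0.04 and -0.03 in 3 embryos, but 0.21 and 0.28 in the others. Genes are not independent replicates in these correlations. The genes called had a median GC content of 50.0% against 49.1% in matched random lists, at percentile 99.3 of these lists. A part played by GC content therefore stays open. A single embryo as the whole cause is argued against, since at least 138 genes were called whichever embryo was left out. How far the size of the count rests on single embryos stays open, as it fell by more than 1.5 times without each of 3 embryos, and fewer embryos lower it by construction. Of the 16 ways to swap left and right in these 5 embryos, 1, the real one, gave as many genes, and the others gave 0, although 16 ways cannot give a share under 0.05.

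Tissue composition stays a candidate explanation for the asymmetry of situs inversus totalis. Of 14 marker lists, paraxial mesoderm had the lowest p against situs solitus (adjusted exact permutation p = 0.00932). Extraembryonic mesoderm and amnion also differed, at 0.60 and -0.81 (adjusted exact p = 0.0163), and in heterotaxy it was 0.26 (adjusted exact p = 0.0262). That list holds *Postn*, which the study picked from these libraries, and *Hand1* and *Bmp4*, which the heart fields express. The other lists did not pass, with mean log2 ratios in situs inversus totalis and situs solitus of 1.11 and -0.05 for heart tube muscle (adjusted exact p = 0.0857), 0.99 and -1.27 for visceral endoderm (0.0958), -1.19 and 0.07 for neural tube (0.0958), 0.34 and -0.20 for sinus venosus and proepicardium (0.091), 0.24 and 0.01 for endothelium (0.0958), and 0.29 and -0.23 for foregut endoderm (0.117). Blood (-0.29 and 0.05, adjusted exact p = 0.444), second heart field (0.12 and -0.04, 0.444), neural crest (-0.15 and -0.06, 0.87), dividing cells (-0.06 and 0.03, 0.179), glycolysis and hypoxia (-0.06 and 0.11, 0.0857) and immediate early genes (0.32 and -0.05, 0.0686) did not pass either. In heterotaxy the lists other than extraembryonic mesoderm and amnion had adjusted exact p-values of 0.148 or more. Within situs inversus totalis, 10 of the 12 genes of heart tube muscle were right sided at an adjusted p under 0.05, each in 5 of 5 embryos, such as *Actc1* with a log2 fold change of 1.12 (adjusted p = 0.00257) and *Ttn* with 1.27 (adjusted p = 0.0025). Since the dissected sides hold these tissues in unknown shares, a change in the shares and a change within cells are both open.

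The embryo 15_5 changed the count for heterotaxy. Without it, 77 genes were asymmetric there, 71 of them right sided. In 15_5 the log2 ratio of 72 of these had the opposite sign, which follows largely from the choice of genes that pass only without this embryo. Exchanged sides are argued against, since *Lefty2* was left sided in 15_5 at -5.17, as in the other 5 embryos. GC content and length of transcripts are argued against for these genes, whose medians lay at percentiles 93.2 and 78.7 of matched random lists. Over all genes the log2 ratio in 15_5 did follow GC content, with a rho of 0.24 against -0.02 to 0.08 in the others, but not with the opposite sign. Swapping left and right in 15_5 alone gave 230 genes and every other swap gave 0, so that 2 of 32 swaps gave as many as the 1 gene called, and the count for heterotaxy is within what chance gives. The same 77 genes also ran the opposite way in 98.7% and 100% of cases in 18_2 and 4_6 of situs inversus totalis. In the other embryos of situs inversus totalis this share ran from 7.79% to 77.9%. In situs solitus it was 90.9% in the wild type 10_1 and from 3.9% to 89.6% in the others. Most embryos of situs solitus had 67.5% or more. The pattern may therefore vary between embryos of each cluster. No biological explanation was tested.

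A hypothesis that the genes of situs inversus totalis mirror a weaker asymmetry of situs solitus was tested on their mean log2 ratio, signed as in situs inversus totalis. The mean was -0.23 ± 0.60 over the 10 embryos of situs solitus (SD), 5 above 0 and 5 below, with an exact sign-flip p of 0.262. By the log2 fold change fitted for situs solitus, 410 of 467 genes (87.8%) had the opposite sign. Since 5 embryos lay on each side of 0, the hypothesis cannot be told apart from the variation of few embryos. For heterotaxy the mean was 0.09 ± 0.50 over 6 embryos (SD), 3 above 0 and 3 below, with an exact sign-flip p of 0.719, and a weak asymmetry of the same direction stays undecided.

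Other splits were counted for each comparison. In situs solitus, 2 of 100 swaps of left and right gave as many genes, the real one included, where the real one gave 2. Where the real split gave 0 genes, all splits give as many by construction and decide nothing. That was so for the 16 swaps in wild types, for the 24 splits of heterotaxy against situs solitus and of rightward mutants against wild types, and for the 100 splits of the level of heterotaxy on each side. At an unadjusted p under 0.05, 9 of 24 splits gave as many genes as the 1730 of heterotaxy against situs solitus, with 534 to 2756 in the others, and 18 of 24 gave as many as the 800 of rightward mutants against wild types, with 525 to 2924 in the others. For the level of situs inversus totalis against situs solitus, at an adjusted p under 0.05, 2 of 100 splits gave as many genes as the real 3 on the left and 2 of 100 as many as the real 4 on the right. With DESeq2, 9 of 16 swaps gave as many genes as the wild types, with up to 633, 6 of 60 as situs solitus, with up to 673, 5 of 32 as heterotaxy, with up to 733, and 1 of 16 as situs inversus totalis, where the next gave 351.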
